# A modular analysis of microglia gene expression, insights into the aged phenotype

**DOI:** 10.1186/s12864-019-5549-9

**Published:** 2019-02-28

**Authors:** Christine E. Cho, Sagar S. Damle, Edward V. Wancewicz, Swagatam Mukhopadhyay, Christopher E. Hart, Curt Mazur, Eric E. Swayze, Fredrik Kamme

**Keywords:** Microglia, Transcriptome, Gene modules, WGCNA, Aging, Inflammation

## Abstract

**Background:**

Microglia are multifunctional cells that are key players in brain development and homeostasis. Recent years have seen tremendous growth in our understanding of the role microglia play in neurodegeneration, CNS injury, and developmental disorders. Given that microglia show diverse functional phenotypes, there is a need for more precise tools to characterize microglial states. Here, we experimentally define gene modules as the foundation for describing microglial functional states.

**Results:**

In an effort to develop a comprehensive classification scheme, we profiled transcriptomes of mouse microglia in a stimulus panel with 96 different conditions. Using the transcriptomic data, we generated fine-resolution gene modules that are robustly preserved across datasets. These modules served as the basis for a combinatorial code that we then used to characterize microglial activation under various inflammatory stimulus conditions.

**Conclusions:**

The microglial gene modules described here were robustly preserved, and could be applied to in vivo as well as in vitro conditions to dissociate the signaling pathways that distinguish acutely inflamed microglia from aged microglia. The microglial gene modules presented here are a novel resource for classifying and characterizing microglial states in health and disease.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5549-9) contains supplementary material, which is available to authorized users.

## Background

1Microglia have relatively recently emerged as important regulators of brain homeostasis, with roles in neuronal survival and proliferation, synaptic pruning, and immune response [1–4]. Microglia actively survey the environment in their basal state, and upon encountering a stimulus change their gene expression and secretory profiles [5].

An increasing appreciation of microglia in health and disease has led to a significant therapeutic interest in microglia and neuroinflammation. Given microglia’s malleable phenotype, characterizing microglia activation states in disease has become a key issue [6]. Our ability to detect and classify microglia activation states is rapidly evolving. Initially, microglia were classified as ‘activated’ or not, mainly based on morphology. The idea of anti-inflammatory and pro-inflammatory states was introduced to the field of microglia in 2006 by Butovsky et al., and the M1/M2 classification originating from macrophages was adopted by subsequent publications [7, 8]. More recently, studies have uncovered states that do not align with the conventional M1/M2 paradigm, implying that a binary classification is insufficient and that there are additional microglia states [9–11]. Therefore, there is a clear need for an improved classification scheme that can adequately define and help describe the molecular basis for microglial phenotypes.

Analysis of co-expression patterns from genome-wide transcriptional profiling datasets provides a powerful means to dissect the molecular basis of cellular behavior and state [12]. For example, a recent study of alveolar macrophages used 28 different treatments to generate 49 gene modules [13]. The modules were then applied to macrophage transcriptomes of healthy and Chronic Obtsructive Pulmonary Disease (COPD) patients, and the authors identified a loss of inflammatory module signatures in the COPD patients that was distinct from the canonical M1 signature. Having a similarly comprehensive resource for microglia would allow us to obtain cell-type-specific modules that form the basis of understanding microglial activation in disease.

In this study, we induced a broad spectrum of activation states in mouse microglia by using a stimulus panel of 96 different treatments. Gene expression changes were organized into 33 modules by Weighted Gene Correlation Network Analysis (WGCNA) [14]. The modules were highly reproducible and had the resolution to distinguish between closely related signaling pathways. We developed a combinatorial code based on the modules, and used it to distinguish between microglia in numerous activation states. Additionally, we identified transcription factors whose known binding sites were enriched within gene modules. In vivo, we used modules to characterize aging, the dominant risk factor for many neurodegenerative diseases. The results of this study will serve as a new resource for classifying microglial activation, and provides a foundation for manipulating microglial phenotypes in disease.

## Results

### A panel of stimuli elucidates microglial gene modules

Microglia can take on a variety of states, characterized by altered gene expression, morphology, and function. In order to induce a diverse array of microglial states, we constructed a stimulus panel comprising 96 different conditions. The panel consisted of 37 unique stimuli including cytokines, pharmacological inhibitors, and molecules known to act in the brain milieu such as ATP and dopamine. Stimuli were applied to microglial samples individually and in combination at 4, 24 and 72 h. A full list of stimulus conditions and number of replicates is available in Additional file 1: Table S1 and Additional file 2: Table S2, respectively.

Following stimulation, 890 samples were profiled by transcriptome sequencing. Of these, 784 samples passed quality control metrics (see Methods). 

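The cultures were commercial primary microglia from neonatal mouse brain, grown in multi-well plates and stimulated once they had settled. RNA from each well was turned into a 3′-end library and sequenced in barcoded pools. The 784 cultures covered 98 combinations of stimulus and time point, and they came from 3 lots of cells, 10 culture plates and 21 pools. Untreated wells were grouped by time: 40 cultures at 24 h, from 6 plates, and 25 cultures at 72 h, from 4 plates. No untreated culture is labelled 4 h, so conditions at 4 h were compared with untreated wells at 24 h. The authors assigned reads with salmon 0.7.1 to the transcripts of Ensembl build 81, summed them per gene and divided by the mapped reads of the culture. The deposited values are therefore CPM, or reads of a gene for each 1e6 mapped reads. The paper calls them TPM, but they carry no correction for transcript length. The smallest step between a culture's low values shows what 1 read is worth. Its inverse gives a depth of 1.00 to 38.2 M mapped reads per culture (M for 1e6), with a median of 4.67 M. The paper states a median depth of 6.1 M reads per sample, and the values use the mapped ones. In the median culture, 77.6% of low values lay within 0.1 of a whole number of reads, so read counts were not recovered from the values. Between 6560 and 9753 genes per culture were above 5 CPM, out of 45581 genes listed. Values were analysed as log2(CPM + 1), and groups of cultures were compared with the exact 2-sided rank-sum test. The same test was repeated within culture plates, permuting labels only among wells of 1 plate.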

Samples showed high within-condition correlation, confirming the reproducibility between samples (mean Pearson R = 0.937, min = 0.85, max = 0.994). Additionally, we found reduced correlation between many of the known inflammatory stimuli, indicating there was a variety of activation states in our samples (Fig. 1a). 

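Pearson's r was computed over the 6215 most variable genes between all pairs of cultures of a condition and averaged, for the 97 conditions with at least 2 cultures. The mean over conditions was 0.721 (SD 0.0826). The lowest condition was 72 h TNFa at 0.459 (n = 3 cultures), and the highest was 72 h TGFb at 0.893 (n = 4). Untreated cultures at 24 h had a mean r of 0.745. The choice of genes moved the mean most: over the 16942 genes above 5 CPM in at least 4 cultures it was 0.882, with a range of 0.662 to 0.960. These correlations run across genes, which are not independent replicates, and no test was attached to them.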

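Mean profiles of the conditions at 24 h were compared over the same variable genes. Among the 15 pairs formed by IFNa, IFNb, IFNg, polyIC, LPS and P3C, r ranged from 0.719, between IFNb and P3C, to 0.936, between IFNa and IFNb, with a median of 0.856. LPS and P3C were the farthest from untreated cultures, each with an r of 0.755. IFNb was the closest of these stimuli to untreated, at 0.858, followed by IFNg at 0.844. For IL4 the r with untreated cultures was 0.933. After 4 h of LPS (n = 7 cultures) the r with the 24 h untreated profile was 0.686. From the reduced correlation between inflammatory stimuli, the paper concludes that the cultures held a variety of activation states.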

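The deposited table lists Tnf (GRCm38 chromosome 17, 35199381 to 35202007) and Il1b (chromosome 2, 129364570 to 129371139), which encode cytokines of the acute inflammatory response, and Arg1 (chromosome 10, 24915221 to 24927484) and Retnla (chromosome 16, 48842551 to 48844461), which are used as markers of the IL4 response. LPS was given at 0.0001 µg/µl (n = 18 cultures) and at a lower dose of 0.00001 µg/µl (n = 7), and IL4 at 0.00005 µg/µl (n = 11), each for 24 h. LPS refers to the higher dose unless the lower one is named. Tnf rose from 128 ± 101 CPM (SD, n = 40) in untreated cultures to 1488 ± 401 with LPS and 836 ± 382 at the lower dose. Its log2 fold change with LPS was 3.83 (exact rank-sum test with Bonferroni correction, p = 3.6e-14, 18 of 18 cultures above the untreated median) and 3.98 within plates. Il1b rose from 18.2 ± 19.6 to 1031 ± 629 CPM, a log2 fold change of 6.36 (p = 3.6e-14 from the same test, 18 of 18), and to 377 ± 159 CPM at the lower dose. Arg1 rose from 2.09 ± 2.08 CPM to 595 ± 222 with IL4, a log2 fold change of 7.80 (p = 3.4e-10, 11 of 11 cultures) and 7.00 within plates. Retnla stood at 1.69 ± 2.92 CPM in untreated cultures, 26 of which were listed at 0. With IL4 it reached 677 ± 304 CPM, a log2 fold change of 8.43 (p = 1.7e-10, 11 of 11). The untreated wells with Retnla above 0 all lay in 4 of the 10 library pools. With IL4, Tnf fell by 2.07 on the log2 scale (p = 3.3e-08, 11 of 11 below the untreated median). Il1b fell by 1.59 (p = 0.0033, 11 of 11), and within plates it fell by 0.72 (p = 0.693). Arg1 also rose with LPS, by 2.54 on the log2 scale (p = 6.8e-13, 18 of 18), and by 1.40 at the lower dose (p = 0.516). Retnla changed by 0.41 with LPS (p = 1, 9 of 18 cultures above 0), and its direction was not kept at the lower dose, where all 7 cultures were listed at 0.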

Canonical stimuli such as LPS and IL4 showed upregulation of the expected markers (Fig. 1b). 

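Genes that changed at 24 h were counted with limma 3.58.1 on log2 values for CCL7 (a chemokine, 0.0001 µg/µl, n = 9 cultures), nicotine (1000 µM, n = 8) and LiA (linoleic acid, 150 µM, n = 9). The fit covered the 14208 genes above 5 CPM in at least 4 of its cultures, and a gene was counted at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. CCL7 gave 0 genes in limma, and 98 genes had an unadjusted p under 0.05. LiA gave 17 genes, 8 higher and 9 lower. Nicotine gave 396 genes, 240 higher and 156 lower. With culture plate in the model nicotine gave 407 genes, 216 of them shared with the first count, and LiA gave 2. For scale, LPS gave 2736 genes (886 higher, 1850 lower) and IL4 gave 540 (408 higher, 132 lower). Among counts above 0 that of LiA moved most by ratio, to 151 with library pool in the model. That of LPS moved most in number, to 6034 without a minimum fold change, and that of CCL7 was at most 5. On simulated data with a log2 change of 2 added to 200 genes, a limma fit of 9 against 40 cultures over 11560 genes, the sizes of the CCL7 comparison, recovered 190 of them. A separate fit of 8 against 40 over 11608 genes, the sizes of the nicotine comparison, recovered 187. The mean profiles of CCL7, LiA and nicotine correlated with that of untreated cultures at 0.977, 0.969 and 0.938.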

There were also a number of stimuli that did not induce a response, such as CCL7, nicotine, and LiA. This result was not surprising, given that our panel included stimuli that have not been shown to affect microglia directly. A full dose titration of each stimulus would be necessary to conclude that microglia are unresponsive to a given stimulus.

**Fig. 1:**
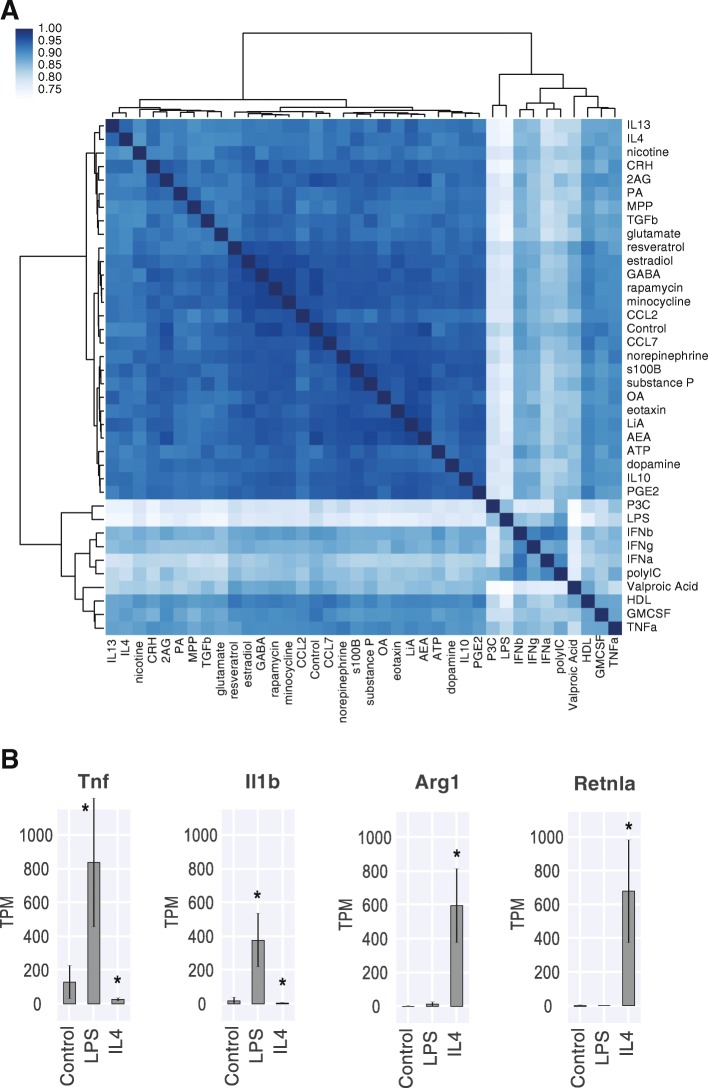
Stimulus panel induces a variety of transcriptomic states in microglia. **a** Hierarchically clustered heatmap of Pearson correlation coefficients between stimulus conditions, based on 6215 most variable genes. **b** Differential expression of canonical markers of LPS (Tnf, Il1b) and IL4 stimulation (Arg1, Retnla). Log2 fold change relative to control. Error bars represent standard deviation. * *p* < 0.05

In order to identify sets of co-regulated genes, we used WGCNA to cluster 6215 highly-varying genes across stimulus conditions. WGCNA is a robust hierarchical clustering method that employs weighted correlation matrices and adaptive branch cutting to delineate modules of genes that co-vary across samples [14]. The initial clustering step distinguished between the stimulus conditions with the greatest differences, such as IFN and TLR stimuli. We then performed a second clustering step using only the conditions associated with each module (Fig. 2a). This second step allowed us to resolve nuanced gene expression patterns, such as those that distinguish between interferon (IFN) type I and type II stimuli. The two-step clustering method yielded a total of 37 modules, ranging in size from 20 to 148 genes.

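Module membership was taken from the paper's Table S3, and the copy used here holds 31 of the paper's 33 reproducible modules. These 31 modules list 1504 genes, and all of them are in the table of culture values. The smallest, BL_brown and PI_blue, hold 20 genes each, and the largest, BR_turquoise, holds 148. The clustering itself was not repeated.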

**Fig. 2:**
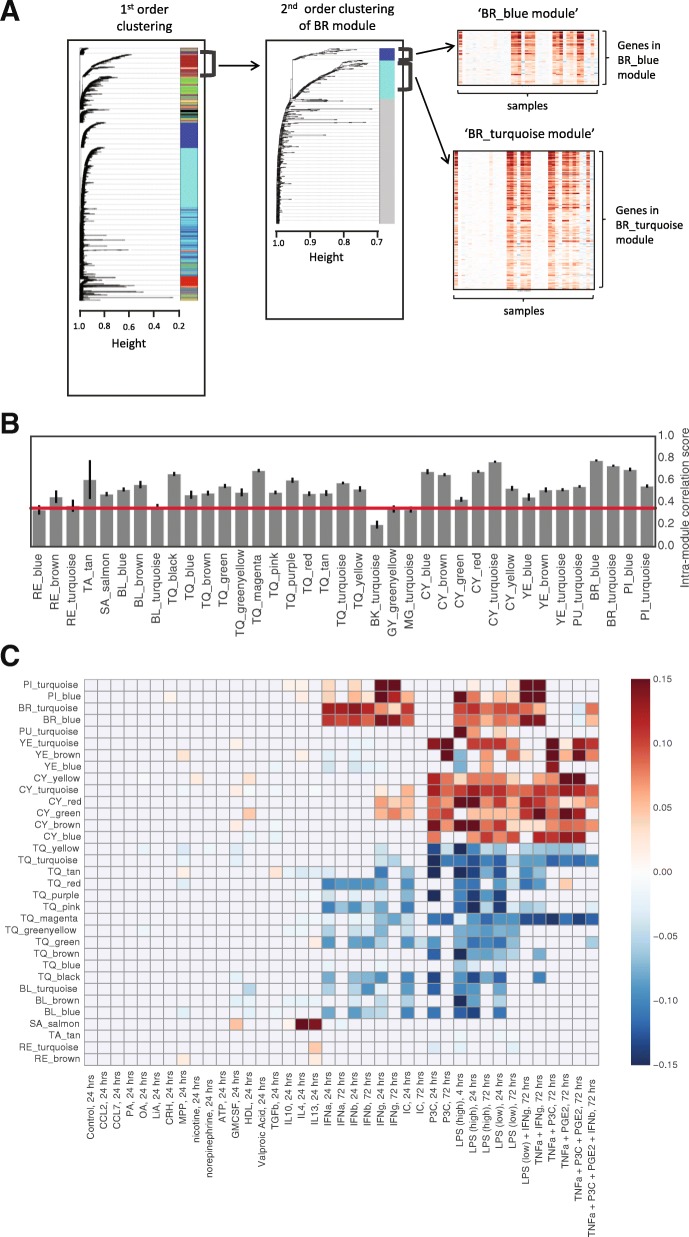
Correlation network analysis reveals microglial gene modules. **a** WGCNA clustering scheme. 1st order clustering was performed on 6215 genes across all core conditions [left]. Each resulting 1st order cluster was then run on WGCNA a second time (2nd order clustering). Example shows 2nd order clustering using the 1st order BR module [center],which yields two 2nd order modules – BR_blue and BR_turquoise. Each 2nd order module comprises a set of co-expressed genes [right]. **b** Mean intramodule correlation score in 37 modules. Red line represents cutoff threshold for reproducibility. Error bars reresent standard deviation. **c** Heatmap of mean module eigengene values across 40 core stimulus conditions. Only modules passing quality control criteria are shown. Heatmap scale is in arbitrary units; a red shade indicates that the module is activated in a given stimulus condition, with darker shades corresponding to stronger activation. Blue indicates suppression of a module. Gray mask = n.s. compared to control, *p < 0.05

We assessed the reproducibility of each module by measuring the intra-module correlation score, which reflects the degree of correlation between the genes that comprise the module (Fig. 2b, Methods). The defining feature of a module is the correlated expression of its constituent genes; as such, only the 33 modules showing high intra-module correlation over 100 bootstrapped datasets were used for downstream analyses. 

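The intra-module score was recomputed on the 373 cultures of the core conditions as the 75th percentile, over a module's genes, of the mean correlation with the module's other genes, averaged over 100 random draws of cultures from each condition. The median score over the 31 modules was 0.375. BR_blue was highest at 0.670 ± 0.0099 (SD over draws), followed by BR_turquoise at 0.648 and CY_turquoise at 0.638. RE_brown was lowest at 0.168 ± 0.0898. Scores were above 0.35 for 18 modules, among them CY_yellow at 0.360, and PU_turquoise was just under it at 0.348. Random sets of genes of the same sizes reached at most 0.173 over 310 sets, with a median of 0.0911. RE_brown was the only module under that maximum. The setting that moved the number of modules above 0.35 most was centring each gene within culture plates, which gave 24 and was chosen after seeing the data. The authors' scores were made on values after a variance-stabilising step, which was not repeated here.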

A full list of modules and their member genes can be found in Additional file 3: Table S3.

The activity of a module can be represented by the module eigengene. The eigengene is computed as the first principal component of the genes that make up the module [14], and depicts the dominant trend of expression that is common to those genes. By comparing the module eigengene values across stimulus conditions, one can determine the relative expression of the genes in that module between different conditions. A module was considered active if the module eigengene was differentially expressed between control and test conditions (*p* < 0.05 with Bonferroni correction). Module activity reflects co-regulation of its constituent genes. A comparison of module eigengene activity across conditions showed that all 33 modules have a distinct pattern of regulation (Fig. 2c).

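The eigengene of each module, the first principal component of its genes over the core cultures, was compared between each of 38 core conditions and the untreated cultures of its time point. With Bonferroni correction over all modules and conditions, every one of the 31 modules was called in at least 1 condition, and 26 conditions had at least 1 call. The calls formed 30 distinct patterns of higher, lower and unchanged. Across conditions, the median correlation between the mean eigengenes of 2 modules was -0.05 over 465 pairs. In 6 pairs it was above 0.9, the highest being TQ_purple and TQ_turquoise at 0.95.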

The genes from each module were analyzed by Gene Ontology Enrichment Analysis [15, 16]. Many modules were also associated with GO terms such as “response to cytokine stimulus” and “immune response”, consistent with the known functions of microglia. Furthermore, more specific GO terms were linked to the expected module; for example, “cellular response to interferon-gamma” was exclusively linked to a module that was strongly responsive to interferon gamma (“PI_turquoise”, Fig. 2c). 

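In cultures given IFNg for 24 h (0.0001 µg/µl, n = 9), the PI_turquoise eigengene was 3.71 higher than in untreated cultures (n = 40), in units of its SD over the core cultures (exact rank-sum test with Bonferroni correction over 31 modules and 6 stimuli, p = 1.8e-07, 9 of 9 above the untreated median). It also rose with IFNa, by 0.71 (p = 1.2e-05, 8 of 8), and with IFNb, by 0.83 (p = 2.5e-07, 10 of 10). With LPS the difference was 0.38 (p = 0.0211, 14 of 18), and within plates it was 0.34 (p = 0.0625). With polyIC it was 0.57 (p = 0.0952). With P3C it was -0.54 (p = 7.6e-04, 0 of 6 above).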

A module responsive to type I interferons (“BR_turquoise”, Fig. 2c) was associated with GO terms such as “response to interferon-beta” and “response to virus”, in line with the known anti-viral role of interferon signaling [17]. 

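IFNa (0.0008 µg/µl, n = 8 cultures) raised the BR_turquoise eigengene by 2.47 (exact rank-sum test with Bonferroni correction, p = 9.9e-07, 8 of 8 above the untreated median), and by 2.32 within plates. IFNb (0.0001 µg/µl, n = 10) raised it by 2.39 (p = 3.6e-08, 10 of 10), and IFNg raised it by 1.20 (9 of 9). LPS raised it by 1.99 (p = 8.3e-13, 18 of 18). In polyIC cultures the difference was 1.92 (p = 0.072, 7 of 8), and in P3C cultures it was -0.28 (p = 1).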

Not all modules were associated with a known GO term. This is likely because (1) our modules are microglia-specific whereas gene ontology is derived from many different cell and tissue types, and (2) the resolution of our modules goes beyond the biological pathways that can be found in gene ontology databases. Results for all modules are summarized in Additional file 4: Table S4.

### A combinatorial code of module activation illustrates distinct microglial states induced by IFN I, IFN II, TLR2 signaling

To characterize the transcriptional states in various inflammatory conditions, we compared the transcriptional response to six different stimuli: IFN type I (IFNa and IFNb), IFN type II (IFNg), TLR2 (polyIC), TLR3 (P3C), and TLR4 (LPS).

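PolyIC is a synthetic double-stranded RNA (0.2 µg/µl), P3C is the synthetic lipopeptide Pam3Cys-Ser-(Lys)4 (0.001 µg/µl), and LPS is a bacterial lipopolysaccharide. At 24 h the groups held 8 cultures for IFNa, 10 for IFNb, 9 for IFNg, 8 for polyIC, 6 for P3C and 18 for LPS. Their median depths were 4.84, 3.45, 3.70, 14.1, 5.14 and 5.25 M mapped reads in that order, against 5.36 M in untreated cultures. The shallowest of these cultures had 1.14 M and the deepest 29.6 M. IFNa and IFNb cultures were never grown on the same plate. Eigengenes were compared by group means with the exact rank-sum test, and p was multiplied by the number of modules and by that of the 6 stimuli. A module was called at a corrected p under 0.05.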

Traditional inflammatory markers such as Tnf and Il1b were upregulated primarily in response to P3C and LPS (Fig. 3a), but were not sensitive to other stimuli associated with neuroinflammation, such as IFNa or IFNb. In contrast, our modules captured responses from all six stimuli, with a given stimulus regulating anywhere from 7 to 19 modules (IFN type I and LPS, respectively) (Fig. 3b). 

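Tnf rose by 3.23 on the log2 scale with P3C (exact rank-sum test with Bonferroni correction, p = 2.6e-06; 6 of 6 cultures above the untreated median), and Il1b by 5.07 (p = 3.0e-04, 6 of 6). IFNg raised Tnf by 1.19 (p = 0.0044, 9 of 9) and by 2.02 within plates, while Il1b was not raised (log2 fold change -1.29, p = 0.279). IFNa changed Tnf by 0.81 (p = 0.123, 8 of 8) and Il1b by 1.54 (p = 0.041, 8 of 8). Within plates, the change of Il1b with IFNa was 0.33 (p = 0.0999). With IFNb the changes were 0.03 for Tnf (p = 1, 4 of 10) and -1.07 for Il1b (p = 0.753). With polyIC they were 0.69 for Tnf (p = 1, 4 of 8) and 0.48 for Il1b (p = 1, 5 of 8).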

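Of the 31 modules, 16 were called with IFNa, 4 of them higher and 12 lower than in untreated cultures. The counts with IFNb were the same, 4 higher and 12 lower. IFNg called 18 modules (6 higher, 12 lower), polyIC 20 (5 higher, 15 lower), P3C 23 (8 higher, 15 lower) and LPS 26 (12 higher, 14 lower). Within plates the totals were 16 for IFNa, 15 for IFNb, 17 for IFNg, 15 for polyIC, 18 for P3C and 25 for LPS. One polyIC culture had a profile closer to the P3C cultures, and without it polyIC called 22 modules.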

Several modules showed a distinction between IFN I vs II stimuli (BR_turquoise, PI_blue, PI_turquoise), while other modules (CY_yellow, CY_blue, CY_brown, YE_turquoise and TQ_brown) were only regulated by TLR 1/2 and 4 stimuli. 

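PI_blue rose by 3.23 with IFNg, against 0.89 with IFNa and 1.06 with IFNb. CY_brown rose by 2.83 with LPS and 2.51 with P3C, and its difference with polyIC was 0.67 (exact rank-sum test with Bonferroni correction, p = 0.651). All 8 polyIC cultures were above the untreated median of CY_brown, and it was called within plates, at 0.85 (exact p = 0.0053), and within library pools, at 0.95 (exact p = 1.7e-04). YE_turquoise rose by 2.06 with LPS and 2.48 with P3C, and fell by 0.36 with IFNb (p = 0.0030). CY_yellow rose by 1.64 with LPS and 2.29 with P3C (p = 4.0e-05, 6 of 6 cultures), and also with polyIC, by 0.86 (p = 3.9e-06, 8 of 8). With the interferons its differences were -0.06 (IFNa), -0.21 (IFNb) and -0.03 (IFNg), and none was called. CY_blue rose by 1.67 with LPS, 2.14 with P3C and 0.93 with polyIC (p = 9.9e-07). TQ_brown fell by 1.47 with LPS (p = 2.5e-11), by 2.45 with P3C and by 0.75 with polyIC (p = 0.0465). With polyIC it was not called within plates or library pools (p = 1), with mean z-scores (p = 0.298), or without the culture that resembled P3C cultures, where the difference was -0.52 (exact p = 0.203).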

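Counting over the 31 modules and the 6 stimuli at 24 h, 29 modules were called with at least 1 stimulus and 27 with several. 8 modules were called with every stimulus, and all 8 were lower in each. The number of modules higher with every stimulus was 0. PI_blue was higher with 5 of the stimuli, the largest number for any module. Its difference with P3C, the exception, was -0.24.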

Most modules showed regulation in two or more conditions, but notably, no module was upregulated by all six stimuli.

**Fig. 3:**
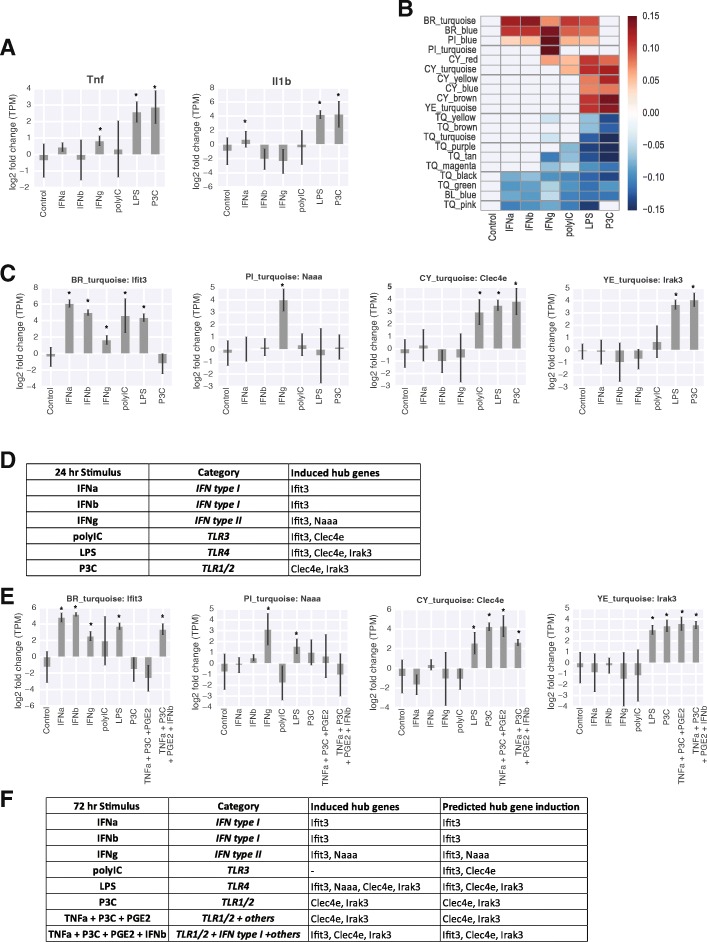
Module markers can be used in a combinatorial code to distinguish between inflammatory states. **a** Differential expression of canonical M1 (Tnf, Il1b) markers upon stimulation with inflammatory stimuli. Log2 fold change relative to control. Error bars represent standard deviation. *p < 0.05. **b** Heatmap of module eigengenes for inflammatory stimuli. Only modules active in at least one condition are shown. Gray mask = n.s. compared to control, *p < 0.05. **c** Differential expression of module markers for BR_turquoise (Ifit3), PI_turquoise (Naaa), CY_turquoise (Clec4e), YE_turquoise (Irak3) modules in 24 h stimulus conditions. Log2 fold change relative to control. Error bars represent standard deviation. *p < 0.05. **d** Combinatorial code of hub gene induction for five different inflammatory stimuli. **e** Differential expression of module markers for BR_turquoise (Ifit3), PI_turquoise (Naaa), CY_turquoise (Clec4e), YE_turquoise (Irak3) modules in 72 h stimulus conditions. Log2 fold change relative to control. Error bars represent standard deviation. *p < 0.05. **f** Comparison of empirical and predicted induction of hub genes

The overlapping patterns of activity could be described by a combinatorial code. 

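CY_turquoise, which is led by the hub gene Clec4e, rose by 2.42 with LPS, 2.43 with P3C and 1.15 with polyIC (exact rank-sum test with Bonferroni correction, p = 2.0e-06; 8 of 8 cultures). Its differences with IFNg, IFNa and IFNb were 0.37 (p = 0.143), 0.11 and -0.16, none of them called. YE_turquoise, led by Irak3, differed by 0.09 with polyIC and was not called. By the calls at 24 h, polyIC had CY_turquoise higher alone among BR_turquoise, PI_turquoise, CY_turquoise and YE_turquoise. Without the polyIC culture that resembled P3C cultures, which was left out after its values were seen, BR_turquoise and PI_turquoise were called too, at 2.25 (exact p = 5.9e-06, 7 of 7 cultures) and 0.74 (exact p = 2.4e-05, 7 of 7). P3C had CY_turquoise and YE_turquoise higher and PI_turquoise lower, and LPS had all 4 higher. The calls of PI_turquoise with P3C and LPS were both lost within plates, where that with P3C had an exact p of 0.145, and at the lower LPS dose PI_turquoise was at 0.19 (exact p = 1). IFNa and IFNg had BR_turquoise and PI_turquoise higher, and they differed in size and not in the call.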

Comparing activation of just four modules, such as BR_turquoise, PI_turquoise, CY_turquoise, YE_turquoise, was sufficient to distinguish between the five types of stimuli (Fig. 3b). 

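Eigengenes of IFNa and IFNb cultures at 24 h were compared directly for each of the 31 modules, and 0 had a Bonferroni-corrected p under 0.05 in the exact rank-sum test. At an unadjusted p under 0.05 there were 9, the smallest p being that of TQ_brown, with a difference of -0.27 (p = 0.00622, corrected p = 0.193). The stimuli share no culture plate, and both share plates with untreated wells. In a linear model with plate, chosen after seeing the data, that links them through 34 untreated wells, 0 modules passed the correction in a permutation test with 100000 resamples, and 7 had an unadjusted p under 0.05. The smallest p in this model was that of CY_turquoise, with a difference of 0.27 (permutation p = 0.0036, corrected p = 0.111), and TQ_brown was at -0.16 (permutation p = 0.338).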

Note, the two IFN type I stimuli did not show significant difference in any module.

To extend the applicability of these modules to future experiments, we identified hub genes to be used as markers for each module. In this context, hub genes are defined as the genes that show high correlation to the module eigengene and can thus serve as biological markers of module activity (see Methods for hub gene ranking and selection). Figure 3c illustrates how the expression of the hub gene for each of the four modules, BR_turquoise, PI_turquoise, CY_turquoise, YE_turquoise, can be used as a combinatorial code to identify which of the pro-inflammatory stimuli microglia had been exposed to. 

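The hub genes are Ifit3 for BR_turquoise (GRCm38 chromosome 19, 34583531 to 34588731), Naaa for PI_turquoise (chromosome 5, 92257659 to 92278170), Clec4e for CY_turquoise (chromosome 6, 123281789 to 123289870) and Irak3 for YE_turquoise (chromosome 10, 120141648 to 120202130). Over the 24 pairs of gene and stimulus, 12 were called higher than in untreated cultures at a Bonferroni-corrected p under 0.05 in the exact rank-sum test. Ifit3 rose by 6.46 on the log2 scale with IFNa (p = 1.3e-07, 8 of 8 cultures above the untreated median), 5.36 with IFNb (p = 4.7e-09, 10 of 10), 2.05 with IFNg (p = 6.2e-06, 9 of 9) and 4.60 with LPS (p = 1.1e-13, 18 of 18). With polyIC it rose by 4.98 (p = 9.3e-04, 7 of 8), by 4.90 within plates (p = 0.223), and by 5.69 without the polyIC culture that resembled P3C cultures. With P3C the change of Ifit3 was -0.81 (p = 1). Naaa rose by 4.13 with IFNg (p = 2.3e-08, 9 of 9), and also with LPS, by 1.46 (p = 4.2e-07, 17 of 18). At the lower LPS dose Naaa changed by -0.04. Its changes with IFNa, IFNb, polyIC and P3C were between 0.28 and 0.60, and none was called. Clec4e rose by 5.28 with LPS (p = 1.1e-13, 18 of 18), 4.17 with P3C (p = 5.1e-06, 6 of 6) and 3.31 with polyIC (p = 1.3e-07, 8 of 8), and was not called with any interferon. Irak3 rose by 3.92 with LPS and 4.12 with P3C (6 of 6), and by 0.78 with polyIC, which was not called (5 of 8).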

Figure 3d tabulates the results of Fig. 3c to demonstrate how different signaling pathways are associated with a specific combination of hub genes.

We challenged the robustness of our hub genes using samples from several test conditions. The hub genes were derived from conditions where the stimuli were applied for 24 h. As our test case, we selected conditions where the same stimuli were applied for 72 h, as well as an additional combinatorial stimulus condition (Fig. 3e). Figure 3f compares the actual results to the results that would be predicted based on the code established in Fig. 3d. Nearly all conditions met their prediction; as expected, type I interferons (IFNa and IFNb) could be identified by the induction of Ifit3 and absence of Naaa, while type II interferon (IFNg) induced both Ifit3 and Naaa. Furthermore, combinatorial stimuli that include P3C and IFNb induced signatures for both stimuli. 

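The 72 h groups held 7 cultures for IFNa, 4 for IFNb, 6 for IFNg, 6 for polyIC, 6 for P3C and 13 for LPS, and were compared with 25 untreated cultures of 72 h. Median depths were 4.57 M mapped reads for IFNb, 5.34 M for LPS and 6.39 M for P3C, against 5.89 M in untreated cultures. Ifit3 rose by 6.03 on the log2 scale with IFNa (exact rank-sum test with Bonferroni correction, p = 1.9e-05, 7 of 7), 6.41 with IFNb (p = 0.0027, 4 of 4) and 3.74 with IFNg (p = 0.0026, 6 of 6). All 4 IFNb cultures came from 1 plate with 10 untreated wells. Within plates the changes of Ifit3 were 5.16 with IFNb (exact p = 0.0639) and 4.11 with IFNg (p = 0.0719). Naaa rose by 3.52 with IFNg (p = 0.0025, 6 of 6), while its changes with IFNa and IFNb, 0.39 and 0.99, were not called. Ifit3 rose by 3.19 with polyIC without passing the correction (p = 0.741, 5 of 6). With P3C, Clec4e rose by 4.85 and Irak3 by 3.71 (p = 8.7e-05 for both, 6 of 6). Clec4e, called with polyIC at 24 h, changed by -0.30 with polyIC at 72 h.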

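Cultures given TNFa, P3C, PGE2 and IFNb together for 72 h (n = 7) had Ifit3 higher by 4.58 on the log2 scale (exact rank-sum test with Bonferroni correction, p = 1.3e-04, 7 of 7 cultures). In cultures given TNFa, P3C and PGE2 without IFNb (n = 7) the change of Ifit3 was -1.35 (same exact test, p = 0.839, 0 of 7 above the untreated median). Within plates it was called lower, at -1.13 (exact p = 0.0206), and within library pools at -2.04. Clec4e rose by 3.26 with IFNb in the combination and by 4.90 without it (p = 1.9e-05 for both). Irak3 rose by 3.79 and 3.90 in the same order (p = 1.9e-05, 7 of 7 in each). Naaa was called in neither.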

There was a discrepancy in LPS, in that Naaa was induced when it was not predicted based on the original combinatorial code. This is likely due to the amplification of downstream signaling cascades in the 72 h LPS stimulation condition; LPS is known to induce interferon-gamma production in macrophages, and the induction of Naaa is consistent with the presence of interferon gamma [18].

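After 72 h of LPS (n = 13) Naaa rose by 1.91 on the log2 scale (exact rank-sum test with Bonferroni correction, p = 9.3e-04, 12 of 13 cultures above the untreated median), to a mean of 13.0 CPM. At the lower LPS dose (n = 11) it rose by 1.99. Ifit3 rose by 4.42 (p = 1.1e-06), Clec4e by 4.32 (p = 4.7e-08) and Irak3 by 3.69 (p = 2.4e-08), each in 13 of 13 cultures. Ifng (GRCm38 chromosome 10, 118441046 to 118445892) was listed at 0 in every culture of 72 h LPS. The other 42 genes of PI_turquoise had a median log2 change of -0.03 in the same cultures, with 19 of them higher. The paper proposes that longer exposure to LPS amplifies downstream signalling and that interferon-gamma made in response to LPS induces Naaa.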

### Genes in IFN-associated modules are selectively down-regulated by resveratrol

We further probed the modular transcriptional activity by examining the effect of anti-inflammatory agents on gene expression. 

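The resveratrol and rapamycin cultures were given the lower LPS dose for 24 h, alone (n = 7 cultures), with 50 µM resveratrol (n = 8) or with 5 nM rapamycin (n = 7). Median depths were 2.83 M mapped reads with LPS alone (range 2.12 to 18.9 M), 8.63 M with resveratrol (2.35 to 12.4 M) and 5.36 M with rapamycin (2.41 to 17.3 M). Each module was summarised by the median log2 fold change of its genes relative to untreated cultures, and the eigengenes of treated cultures were compared with LPS alone by the exact rank-sum test, corrected over the 9 modules of Fig. 4a and both drugs.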

We treated microglia for 24 h with LPS alone or in combination with resveratrol, a natural phenol, or rapamycin, a small-molecule inhibitor of the mTOR pathway.

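At the lower LPS dose alone, 11 of the 31 modules had an eigengene higher than in untreated cultures and 15 had a lower one. CY_turquoise was higher by 2.15, CY_red by 2.11, YE_turquoise by 2.11, CY_brown by 2.04, BR_turquoise by 1.92, BR_blue by 1.63, CY_blue by 1.59, CY_yellow by 1.45 and PI_blue by 1.06. For each of these the exact rank-sum test with Bonferroni correction over 31 modules gave p = 9.9e-07, the smallest it can give, and 7 of 7 cultures were above the untreated median. The others were CY_green at 1.12 (p = 9.2e-04) and PU_turquoise at 0.70 (p = 0.0189), each also in 7 of 7.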

Nine modules were activated by LPS alone. Combining rapamycin with LPS did not reduce activity in any of the nine LPS-responsive modules. In contrast, combining resveratrol with LPS reduced gene expression by over 50% in several modules. 

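Adding rapamycin to LPS moved none of these 9 eigengenes past the correction. The largest differences from LPS alone were 0.15 for CY_blue (exact rank-sum test, corrected p = 1), -0.15 for BR_turquoise (p = 0.472) and -0.14 for CY_yellow (p = 1). The median log2 fold change of BR_turquoise genes relative to untreated cultures was 2.07 with rapamycin and 2.27 with LPS alone. For CY_red the medians were 2.28 and 2.17.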

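With resveratrol, the median log2 fold change of BR_turquoise genes was 1.28, and the level above untreated was 37.3% of that with LPS alone on a linear scale. The medians of BR_blue were 0.98 with resveratrol and 1.76 with LPS alone, which left 40.3% of the rise, and those of PI_blue were 0.57 and 1.31, which left 32.6%. The BR_turquoise eigengene was lower than with LPS alone by a difference of -0.83 (exact rank-sum test with Bonferroni correction, p = 0.0056), and that of BR_blue by -0.75 (p = 0.039). PI_blue differed by -0.44 (p = 0.52). Within plates BR_turquoise differed by -0.85 (p = 0.0147), BR_blue by -0.78 (p = 0.0441) and PI_blue by -0.48 (p = 0.0147). With library pool as the block the smallest corrected p the test allows is 0.514, so no module could be called.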

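For the modules that differed less between LPS with resveratrol and LPS alone, the eigengene differences were -0.32 for CY_red (exact rank-sum test with Bonferroni correction, p = 0.106), -0.23 for CY_yellow (p = 1) and -0.22 for YE_turquoise (p = 1). Medians of the log2 fold changes with resveratrol and with LPS alone were 1.77 and 2.17 in CY_red, 1.00 and 1.12 in YE_turquoise, and 0.74 and 0.93 in CY_yellow, where 74.0% of the rise was left.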

Notably, this reduction in activity by resveratrol was restricted to some modules, as several other modules still showed the same level of activity as when treated with LPS alone (Fig. 4a). Median decrease in gene expression in the four LPS-responsive modules with greatest effects of resveratrol (BR_blue, BR_turquoise, PI_blue, CY_yellow) was 1.74-fold (Fig. 4b, left). In comparison, there was no change in the LPS-response in other modules such as CY_blue, CY_turquoise, CY_brown (Fig. 4b, right). These results demonstrate that the modules can be independently regulated, and likely represent genes in distinct biological pathways.

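Across the 243 genes of these modules the median fold decrease with resveratrol was 1.80, and 224 genes were lower than with LPS alone. By module, the median fold decrease was 1.90 in BR_turquoise (145 of 148 genes lower), 1.74 in BR_blue (43 of 45), 1.50 in PI_blue (16 of 20) and 1.18 in CY_yellow (20 of 30). In CY_red it was 1.27 (20 of 29 genes lower). With rapamycin, the median fold decrease over the same 243 genes was 1.12. By module it was 1.13 in BR_turquoise, 1.04 in BR_blue and 1.03 in PI_blue. In CY_yellow it was 1.18 with rapamycin, the same as with resveratrol.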

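Across the 106 genes of CY_blue, CY_turquoise and CY_brown the median fold decrease with resveratrol was 1.08, and 58 genes were lower. Median log2 fold changes were 2.29 with resveratrol and 2.36 with LPS alone in CY_turquoise, 2.04 and 2.36 in CY_brown, and 1.04 and 0.69 in CY_blue. The eigengene differences from LPS alone were -0.07 for CY_turquoise, -0.08 for CY_brown and -0.06 for CY_blue (corrected p = 1 for each, exact rank-sum test). With library pool as the block they were 0.10, 0.06 and 0.00, so their direction was not kept. From the contrast between modules that fell with resveratrol and modules that did not, the paper concludes that modules can be regulated independently.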

**Fig. 4:**
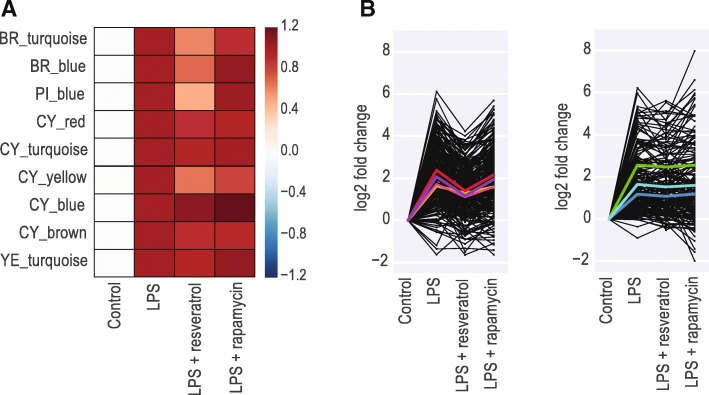
A subset of LPS-induced modules are regulated by resveratrol. **a** Heatmap of median differential expression of module genes, normalized to LPS response. Only modules activated by LPS are shown. **b** Line plots comparing differential expression of genes in modules strongly regulated by resveratrol [left], or unaffected by resveratrol [right]. Each black line represents a single gene. Thick lines represent mean differential expression for each module [red line: BR_blue module, orange line: CY_yellow module, magenta line: PI_blue module, purple line: BR_turquoise, green line: CY_blue module, turquoise line: CY_turquoise module, blue line: YE_turquose module]

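BR_blue, the other large module of the first-order cluster that holds BR_turquoise, rose in cultures given interferon alone: its eigengene differed from untreated by 2.11 with IFNa, 2.03 with IFNb and 2.60 with IFNg. It also rose with LPS at the higher dose, by 1.64, and its differences with polyIC and P3C were 1.65 (exact rank-sum test with Bonferroni correction, p = 0.0624) and -0.36 (p = 0.0601). Of the 9 modules examined with resveratrol, the 3 with the largest fall, BR_turquoise, BR_blue and PI_blue, were each called higher with IFNa, IFNb and IFNg. Of the remaining 6, CY_red was called higher with IFNg (1.05, p = 2.2e-06).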

We observed strong overlap between the modules regulated by resveratrol and those regulated by interferon stimuli in Fig. 3b indicating potential suppression of the IFN mediated pathways by resveratrol. Gene ontology (GO) enrichment analysis confirmed that the subset of genes regulated by resveratrol is enriched for genes involved in interferon signaling (Table 1). Taken together, this shows that co-stimulation with LPS and resveratrol results in an intermediate activation state in which interferon signaling is ameliorated but other inflammatory signals remain high.

**Table 1:** GO terms associated with genes changed by resveratrol

GO biological process complete	Fold-enrichment	*P*-value
antigen processing and presentation of endogenous peptide antigen (GO:0002483)	48.94	6.92E-04
cellular response to interferon-beta (GO:0035458)	46.37	1.89E-20
response to interferon-beta (GO:0035456)	45.68	3.50E-24
cellular response to interferon-alpha (GO:0035457)	43.51	2.29E-02
response to interferon-alpha (GO:0035455)	41.22	3.17E-07
regulation of response to interferon-gamma (GO:0060330)	40.79	1.69E-03
antigen processing and presentation of endogenous antigen (GO:0019883)	40.79	1.69E-03
cellular response to exogenous dsRNA (GO:0071360)	32.63	5.04E-03
negative regulation of viral genome replication (GO:0045071)	30.12	1.49E-10
positive regulation of interferon-alpha production (GO:0032727)	29.37	6.76E-04
regulation of interferon-alpha production (GO:0032647)	27.41	8.74E-05
cytokine metabolic process (GO:0042107)	25.76	1.59E-02
positive regulation of response to cytokine stimulus (GO:0060760)	25.76	1.06E-07

### Regulatory factors associated with inflammatory modules

One mechanism by which genes are co-regulated is via control by a common transcription factor. We used iRegulon [19] to identify transcription factors that may be acting as regulators of our gene modules. All modules showed strong association (Normalized Enrichment Score (NES) > 3 as defined by Janky et al., 2014) with at least one transcription factor. Six of the modules, BR_turquoise, BR_blue, PI_blue, CY_red, CY_turquoise and CY_brown, had transcription factors with particularly high NES (> 7), and these were predicted to regulate 72–87% of the genes in the module (Fig. 5, Table 2). The remaining three modules had associated transcription factors with 7 > NES > 5, and the transcription factors were predicted to regulate 32–59% of the genes in their respective modules. Notably, there was little overlap in transcription factors between the modules. This segregation presents a potential biological mechanism for the modular nature of gene expression observed in our data.

**Fig. 5:**
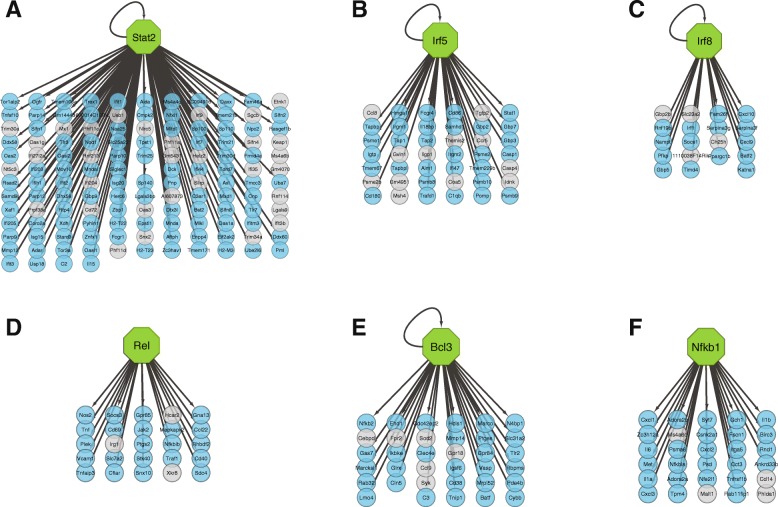
Candidate transcription factors (TF) strongly associated with a module. Green hexagon: TF. Blue circles: module genes with predicted regulation by TF. Gray circles: module genes not predicted to be regulated by TF. **a** BR_turquoise module, (**b**) BR_blue module, (**c**) PI_blue module, (**d**) CY_red module, (**e**) CY_turquoise module, (**f**) CY_brown module

**Table 2:** Top transcription factors predicted for each module

Module	TF	NES	predicted regulation (%)
BR_turquoise	Irf9	20.4	73
	Stat2	19.9	76
	Irf7	9.5	52
BR_blue	Irf5	16.4	72
PI_blue	Irf8	12.7	80
	Sp100	7.2	40
	Irf1	6.8	55
	Alx1	6.7	55
CY_red	Relb	7.3	80
	Rel	7	88
	Nr1h3	5.1	32
CY_turquoise	Bcl3	8.6	83
	Irf2	6.5	50
	Sfpi1	6.2	72
CY_yellow	Sox10	5.6	59
CY_blue	Srf	5.6	53
	Irf4	5.2	38
CY_brown	Nfkb1	10	87
	Sox9	5.1	17
YE_turquoise	Atf4	5.3	12
	Ets2	5.2	32

### Modules are regulated in vivo

Studies comparing acutely isolated microglia to microglia in culture have shown that there are a number of transcriptional changes induced by the environment [20]. We wanted to see whether this would affect the modular nature of microglial gene expression, or if the same gene modules could be extended to an in vivo context. 

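In vivo, the injection experiment compared 4 female mice of 2 months given 2 mg/kg LPS with 4 given vehicle, and microglia were taken 4 h later by selecting CD11b-positive cells with magnetic beads. The deposited in vivo table covers 32 mice with the experiments on aging included, lists 29858 genes and holds CPM made in the same way as those of the culture table. Depth was 5.40 to 7.78 M mapped reads in LPS mice (median 5.62 M) and 5.05 to 6.93 M in vehicle mice (median 6.00 M). A gene was counted as changed in a limma fit at an adjusted p under 0.05, over the 9012 genes above 5 CPM in at least 4 of the mice, and 1781 genes were, 739 higher and 1042 lower. Centring each mouse on its median moved the split to 889 higher and 637 lower. The 5 largest rises were those of Egr1 (GRCm38 chromosome 18, 34859823 to 34864984, log2 fold change 5.32, adjusted p = 4.0e-08), Dusp1, Tnfsf9, Dusp2 and Cxcl2 (5.19). Among the largest falls were those of Cbfa2t3 (chromosome 8, 122625141 to 122699109), which fell by 2.40 (adjusted p = 8.3e-05), and those of Rgs2, 5330438D12Rik and Hhex, which fell by 2.17. For each of these genes the LPS and vehicle mice did not overlap. Egr1 and Dusp1 are also among 11 genes known to respond to tissue dissociation, and all 11 were higher in LPS mice. With 4 mice against 4, the exact rank-sum test cannot give a p below 0.0286, so module differences carry no corrected p that could pass a threshold. On simulated data with a log2 change of 1 added to 200 genes, 114 were recovered at this size.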

Mice were injected i.p. with LPS or vehicle, followed by isolation of microglia for transcriptional profiling at 4 h post injection. 

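Levels in vehicle-treated mice (n = 4) and untreated 24 h cultures (n = 40) are given in CPM of tables that were each normalised on their own, so no fold change or test is given. Gpnmb (GRCm38 chromosome 6, 49036546 to 49070929) was at 3.21 ± 2.07 CPM (SD) in mice and 5635 ± 1188 in cultures. Spp1 (chromosome 5, 104435118 to 104441050) was at 15.6 ± 10.4 and 886 ± 633, and Msr1 (chromosome 8, 39581685 to 39642673) at 3.91 ± 0.930 and 571 ± 95.9. Tmem119 (chromosome 5, 113793729 to 113800516) was at 4692 ± 353 CPM in mice and 19.3 ± 16.1 in cultures. Olfml3 (chromosome 3, 103722222 to 103738001) was at 2512 ± 555 and 98.2 ± 108, and Sall1 (chromosome 8, 89027235 to 89044162) at 272 ± 44.1 and 0.969 ± 1.54, with 18 of the 40 cultures listed at 0. For each of the 6 genes the ranges in mice and cultures did not overlap.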

Consistent with the literature, comparison of the vehicle-treated in vivo samples to the untreated controls in our in vitro samples showed that there was induction of genes such as Gpnmb, Spp1, and Msr1, and downregulation of genes such as Tmem119, Olfml3, and Sall1 (data not shown).

If a module is preserved in vivo, we would expect the genes to show correlated expression patterns across the in vivo samples, just as we saw in the in vitro samples. It is worth noting that only 15 of the 33 modules could be assessed for preservation, because the remaining modules did not show expression changes in response to LPS in vivo and most likely require a different stimulus. 

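A module was taken as active in vivo when at least 33.3% of its measured genes differed at least 1.5-fold between the mean of LPS mice and the mean of vehicle mice. By this rule 13 of the 31 modules were active. In 10 of them most changed genes were higher, and in BL_brown, TQ_tan and TQ_yellow most were lower. The percentage of changed genes was 85.7 in CY_red (24 of 28 genes), 78.9 in CY_turquoise (30 of 38), 71.0 in CY_brown (22 of 31), 70.0 in PI_blue (14 of 20) and 69.4 in PU_turquoise (25 of 36). It was 44.4 in BR_turquoise (60 of 135), and it was lowest in BL_brown at 35.0. The number of active modules moved most with the pseudocount and the fold required: a pseudocount of 0.1 gave 21, a pseudocount of 5 gave 8, and a 2-fold change gave 6. Leaving out each mouse in turn gave 11 to 15.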

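Intra-module correlation was scored across the 8 mice on the changed genes of each active module, with a threshold of 0.35. No active module was under the threshold, a count of 0. The lowest score was that of SA_salmon, 0.371, followed by BR_blue at 0.475, TQ_tan at 0.534 and CY_blue at 0.540. Scored over all genes of the module instead, 3 modules were under 0.35, and with a pseudocount of 0.1 it was 5. These scores were computed across LPS and vehicle mice together, and 94.3% of random sets with as many higher and lower changed genes as the modules were above 0.35. Without matching the directions it was 21.0%.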

Of the 15 active modules, four modules showed module breakdown, where the module genes did not show correlated expression patterns. The remaining 11 modules were determined to be reproducible, that is, genes within these modules showed correlated expression changes in response to LPS in vivo*.* This indicates that, despite differences in gene expression at baseline, the modular architecture of gene expression was intact (Fig. 6a-b).

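All 13 active modules passed the threshold, with a median score of 0.760. CY_red had the highest score, 0.934, followed by CY_yellow at 0.913, CY_brown at 0.902 and PU_turquoise at 0.898. PI_blue scored 0.762 and CY_turquoise 0.749. Among modules that fell, BL_brown scored 0.869 and TQ_yellow 0.708. For each module 100 random sets with as many higher and lower genes were drawn from the 2024 genes changed 1.5-fold outside the modules. The median of their median scores was 0.671, and 9 of the 13 modules scored above at least 95% of their random sets. With each mouse left out in turn, 10 to 14 modules passed. From the correlated changes of these genes in LPS mice, the paper concludes that the modular architecture of gene expression stayed intact despite differences at baseline.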

**Fig. 6:**
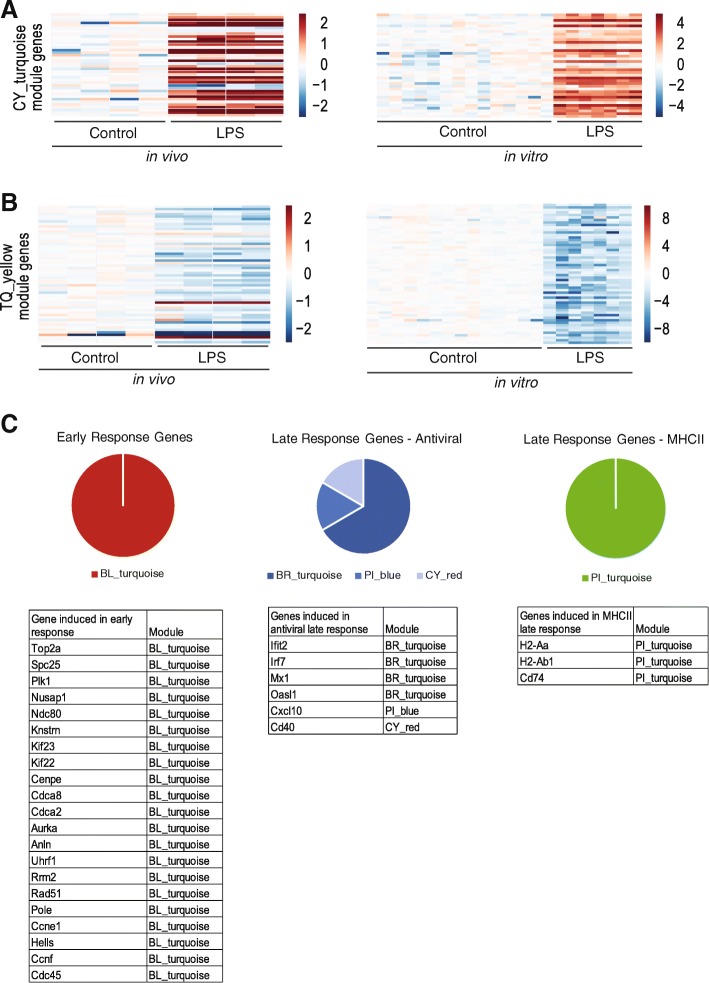
Modules derived in vitro can be observed in vivo (**a-b**) Representative modules upregulated [A] and downregulated [B] by LPS treatment in vivo and in vitro. Heatmaps show of differential expression for the genes in each module (log2 fold change relative to mean expression of control samples). n > =4 samples per condition. **c** Module membership of genes from Mathys et al., (2018) that correspond to the early-response microglia [left], late-response-interferon microglia [middle], and late-response-MHCII microglia [right]. Pie chart [top] shows the proportion of genes from each list corresponding to a given module. Tables [bottom] show the list of genes and their module membership

We expect true biological modules to be preserved even at the single-cell level. To test whether our modules could translate to single-cell microglial transcriptomes, we used a recent published dataset; Mathys et al., (2018). sequenced individual microglia from CK-p25 mice, an Alzheimer’s disease model with a rapidly progressing neurodegeneration phenotype, and identified subsets of microglia associated with the various stages of neurodegeneration [21]. They found distinct sets of genes upregulated in microglia at different stages of disease. We overlaid the gene sets from Mathys et al., with our modules to see whether their gene sets could be partitioned based on our modules. Figure 6c shows that genes upregulated in microglia in early-stage disease fall within a single one of our modules. Mathys et al., identified two different subsets of late-stage microglia, and these were characterized by BR_turquoise and PI_turquoise modules, respectively (Fig. 6c). Thus, we find that our modules are preserved even at the single-cell level.

### Microglia have distinct activation signatures in acute inflammation and aging

Aging induces a primed phenotype in microglia [22], which is thought to be associated with chronic activation. 

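Aged mice of 22 months and young mice of 2 months, all male, were profiled in 2 separate library batches. The first held 4 aged and 4 young mice and the second 9 aged and 7 young mice. The labels thus give 13 aged and 11 young mice, where the paper's methods give 12, and every labelled mouse was used. The labels call these mice naive, while the header of the deposited table calls them vehicle mice, with a duration of 2 weeks in the first batch and 4 weeks in the second. What they were given is therefore uncertain, and it is listed alike for both ages of a batch. Depth was 2.36 to 3.79 M mapped reads in aged and 2.82 to 5.48 M in young mice of the first batch, and 3.00 to 3.98 and 3.64 to 5.68 M in the second. A limma fit over the 9632 genes above 5 CPM in at least 11 mice counted 298 genes at an adjusted p under 0.05, 236 higher and 62 lower in aged mice. With the library batch in the model the count was 931 (616 higher, 315 lower), and all 298 were among them. The first batch alone gave 12 genes and the second alone 743, with 10 shared. The 5 largest rises were those of Cxcl13 (GRCm38 chromosome 5, 95956951 to 95961068, log2 fold change 2.74, adjusted p = 2.6e-05), Pdcd1 (2.31), Trbc2, Ildr2 and Ttr (2.15 each). The 5 largest falls were those of Rgs7bp (chromosome 13, 104945904 to 105054930), which fell by 1.53 (adjusted p = 4.4e-06), Lyve1, Scoc, Gpr34 and Xpo1, which fell by 0.86. All 10 changed the same way in both batches. Trbc2 marks T cells, whose marker genes as a list were also higher in aged mice. On simulated data with a log2 change of 1 added to 200 genes, 165 were recovered at this size.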

We isolated microglia from 22-month old mice and compared their gene expression to that of the LPS-treated mice. 

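Modules were ranked by the median log2 fold change of their genes. In LPS mice, relative to vehicle, the median was 1.93 for CY_red, 1.56 for CY_brown, 1.55 for CY_turquoise, 1.28 for PU_turquoise and 0.92 for PI_blue. With each mouse left out in turn these stayed between 1.77 and 2.02 for CY_red, 1.35 and 1.87 for CY_brown, and 0.71 and 1.05 for PI_blue. BR_turquoise was at 0.44 and CY_yellow at 0.31. All LPS mice were above all vehicle mice in 11 modules and below them in 10. In aged mice, relative to young, the median was 0.40 for BR_turquoise (exact rank-sum test with Bonferroni correction, p = 9.9e-05, 13 of 13 aged mice above the young median) and 0.34 for CY_turquoise (p = 0.0124, 11 of 13). BR_blue followed at 0.33 (p = 0.121) and CY_blue at 0.28 (p = 0.184), neither past the correction. With library batch in the model both passed it, at 0.29 (p = 2.3e-04, 11 of 13) and 0.23 (p = 6.2e-04, 10 of 13). CY_yellow was at 0.26 (p = 0.0017, 13 of 13), which is rank 5. By the mean in place of the median CY_yellow was at 0.43 and rank 2. Its change went with that of neutrophil genes across mice: with 11 such genes in the model its difference with batch was 0.19 and not 0.42. The first batch alone gave medians of 0.43 for BR_turquoise, 0.37 for CY_turquoise and 0.24 for CY_yellow, and the second gave 0.40, 0.35 and 0.30. CY_red and YE_brown also passed the correction in aged mice, at 0.18 (p = 0.0048, 13 of 13) and 0.22 (p = 0.0166, 12 of 13).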

Comparison of the most active modules in the two conditions revealed a differential response; LPS treatment most strongly involved modules CY_brown, CY_red, PU_turquoise, PI_blue, and CY_turquoise, whereas in aging, the primary modules were CY_yellow, BR_turquoise, and CY_turquoise (Fig. 7a, left). 

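Across the 31 modules, median log2 fold changes after 4 h of LPS in culture correlated with those in LPS mice at r = 0.92, and those after 72 h of LPS at r = 0.66. The difference of -0.26 had a 95% range of -0.32 to -0.21 over 200 resamplings of the cultures and mice. With aged mice, the correlation was 0.49 for 4 h of LPS and 0.64 for 72 h, a difference of 0.15 with a range of -0.09 to 0.28. These correlations run across modules, which are not independent replicates.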

Notably, this differential activation was also observed in vitro with acute (4 h) or chronic (72 h) LPS treatment respectively (Fig. 7a, right). 

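After 4 h of LPS (n = 7 cultures), the median log2 fold change relative to 24 h untreated cultures was 4.40 for CY_red, 4.00 for PI_blue, 3.43 for PU_turquoise, 3.38 for CY_brown, 2.63 for CY_turquoise, 2.37 for BR_turquoise and 0.26 for CY_yellow (exact rank-sum test with Bonferroni correction, p = 0.0084). After 72 h (n = 13) it was 2.43 for CY_turquoise, 1.66 for BR_turquoise, 1.43 for CY_blue, 1.26 for CY_yellow (p = 1.2e-04, 12 of 13 cultures), 1.19 for CY_red and 0.28 for PI_blue. PI_brown has no column in the copy of Table S3 used here, and its values were not computed.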

Upon prolonged exposure to LPS in vitro, the microglial transcriptional response shifted from stronger activation of CY_red, PI_blue, and PI_brown modules to activation of BR_turquoise, CY_turquoise, and CY_yellow modules. To determine whether other chronic stimuli could also model the aged phenotype, we examined module activation in seven additional chronic stimulation conditions. Heirarchical clustering shows that, with the exception of LPS, no individual stimulus induced all three of the top aging-associated modules. However, we observed that of these three modules – CY_yellow, CY_turquoise, and BR_turquoise – two are strongly induced by chronic P3C stimulation and one is strongly induced by chronic IFN type I stimulation, indicating that each may contribute to part of the aging phenotype. Indeed, when P3C and IFNb were both included in a combined stimulus, this more closely recapitulated the aged phenotype (Fig. 7b).

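Medians at 72 h were compared with 72 h untreated cultures, and a module was called higher at a Bonferroni-corrected p under 0.05 in the exact rank-sum test. TNFa with IFNg (n = 8 cultures) had CY_turquoise higher by 2.49, BR_turquoise by 1.36 and CY_yellow by 0.71, all called. Cultures given the lower LPS dose with IFNg (n = 7) had CY_turquoise and BR_turquoise both at 2.10, with CY_yellow at 0.13 and not called. IFNg alone (n = 6) had BR_turquoise at 0.88, not called. The number of modules called higher was 11 with LPS, 10 with P3C and 6 with IFNb, against 5 in aged mice, which became 13 with library batch in the model and 10 in the second batch alone. Within the single plate of the IFNb cultures the smallest corrected p the test allows is 0.0619, so the count there was 0.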

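After 72 h of P3C (n = 6), CY_turquoise was higher by 1.79 and CY_yellow by 0.97 (exact rank-sum test with Bonferroni correction, p = 8.4e-05, 6 of 6 cultures), and BR_turquoise changed by 0.04, which was not called and turned negative within plates (-0.12). After 72 h of IFNb (n = 4) BR_turquoise was higher by 3.11 (exact p = 0.0026, 4 of 4), while CY_turquoise was at 0.29 and CY_yellow at -0.15, neither called.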

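With TNFa, P3C, PGE2 and IFNb together for 72 h, CY_turquoise rose by 1.97, BR_turquoise by 1.83 and CY_yellow by 1.50 (exact rank-sum test with Bonferroni correction, p = 1.8e-05 for each; 7 of 7 cultures). Without IFNb in the mixture, CY_turquoise rose by 2.54 and CY_yellow by 2.06, and BR_turquoise changed by -0.66 (p = 0.924). Within plates and within library pools BR_turquoise was called lower there, at -0.76 (exact p = 0.0011) and -0.83 (exact p = 2.2e-04). Across the 31 modules, the correlation with aged mice was 0.65 for the mixture with IFNb, 0.33 for the mixture without it and 0.36 for P3C alone. Adding IFNb raised it by 0.31 (95% range over 200 resamplings 0.18 to 0.38). IFNb alone was at 0.63, and its difference from the full mixture was 0.02 (-0.11 to 0.26). From the modules shared between P3C, IFNb and aging, the paper proposes that each stimulus contributes part of the aged phenotype, and it states that their combination comes closer to it.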

**Fig. 7:**
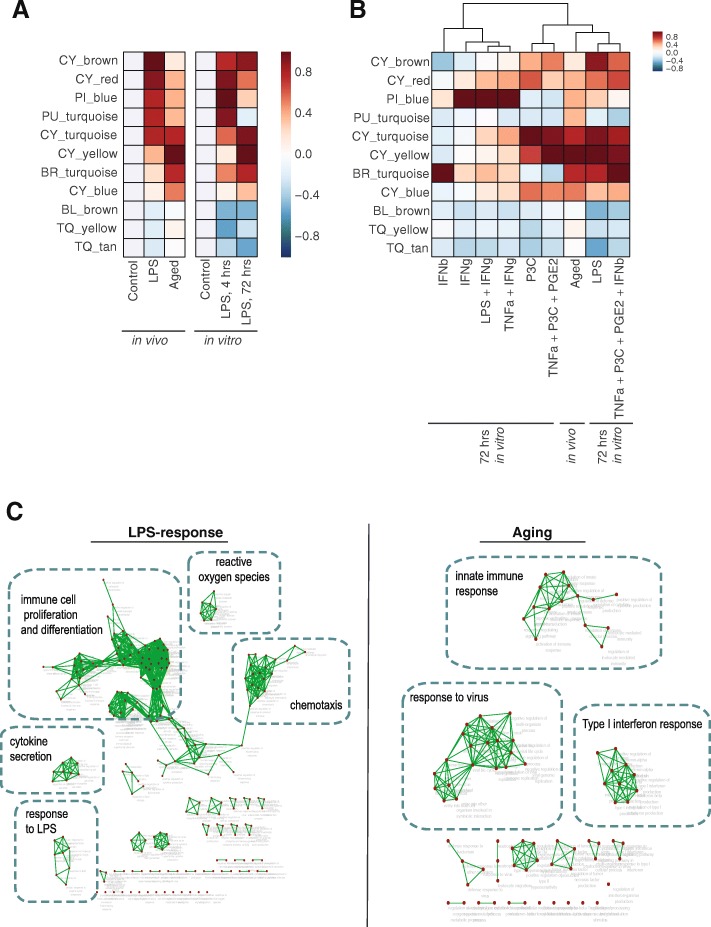
Modules distinguish between acute inflammation and aging in vivo. **a** Heatmap of median differential expression of module genes comparing acute and chronic conditions in vitro and in vivo. Values are normalized by condition. **b** Hierarchical clustering of median differential expression value of modules showing similarities between the in vivo aged condition and eight in vitro chronic stimulation conditions. Values are normalized by condition. **c** Enrichment maps for pathways regulated by LPS treatment [left] or aging [right]

Pathway analysis revealed the biological processes associated with the top modules activated in each condition (Fig. 7c). Modules activated in microglia from LPS treated animals were enriched for pathways related to proliferation, chemotaxis, reactive oxygen species production, and cytokine production. In contrast, modules in aging microglia were enriched for IFNa and IFNb signaling, and response to viral infection. Our analysis demonstrates the utility of gene expression modules to robustly detect different activation states of microglia in vivo, in this case acute inflammation and aging. As modules correspond to known stimuli and defined transcriptional activators, differences in module activation provide information on signaling involved in each microglia activation state (Fig. 8). Finally, we show that some aspects of aged microglia in vivo can be recapitulated during chronic stimulation in vitro.

**Fig. 8:**
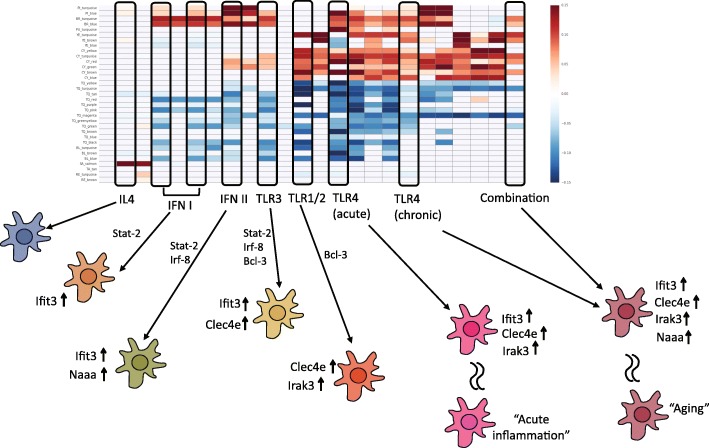
Gene modules distinguish between many different microglial states. Module activation patterns characterize microglia in various states. Hub gene markers of each modules can be used in a combinatorial code that distinguishes between states. The constituent genes from each module were used to predict transcription factors that may regulate each state

## Discussion

Here we present a framework for understanding microglial states using gene expression modules. Using 96 stimulus conditions, we induced a wide variety of microglial transcriptional programs and categorized a complex transcriptional response into concise gene expression modules using a clustering-based approach. We demonstrate the utility of these modules in identifying numerous microglial activation states.

Modular organization of gene expression has been shown in other organisms and cell types [23–25]. Previous studies have identified co-expression modules in microglia associated with aging, as well as different brain regions [11, 26]. While these works provide us with a useful way of understanding gene expression changes in specific contexts, the small number of conditions in these studies limits the level of the detail the modules can provide; typically, these modules can only be associated with the age or disease status included in the experiment. In contrast, we designed our stimulus panel with the intention of isolating modules that are capable of resolving individual signaling pathways implicated in a broad spectrum of microglia-related pathologies. We successfully identified 33 modules that distinguish between closely related stimuli.

A small number of modules showed co-regulation in vitro but not in vivo, which may be attributed to the transcriptional changes that take place when microglia are removed from the CNS environment. A greater number of modules showed the same co-regulation in vivo as they did in vitro, indicating that despite transcriptional changes at baseline, the network connectivity between these genes is unaffected. The fact that a subset of these modules could be observed in an independent single-cell dataset supports the idea that these modules can be applied in vivo.

Using gene modules provides several advantages in describing microglial state. The use of single marker genes such as Tnf and Arg1, while indicative of general activation, often cannot resolve different inflammatory states, such as IFN-activated versus LPS-activated microglia. We propose a combinatorial code of gene module activity to describe microglial states. As demonstrated, a combinatorial module code robustly differentiated between type I IFNs, IFNg, PolyIC, LPS and P3C in vitro, and acute LPS-induced inflammation and chronic aged-induced inflammation in vivo (Fig. 8).

A descriptive system based on modules carries a significant practical benefit: hub genes can be used to report on the activity of their respective modules. Hub genes offer the same tractability as the current individual marker genes, but are representative of a defined set of co-regulated genes and associated biological pathways. Hub gene expression can thus be used, in lieu of complete transcriptome sequencing, to characterize microglia activation states. As an example, we show that six pro-inflammatory conditions in vitro can be distinguished using four hub gene markers (Fig. 3c). For in vivo work, this also opens up the possibility of using multiplexed in situ hybridization to characterize microglia activation states.

In addition to addressing the issue of characterizing microglial activation states, our results give novel insight into inflammatory signaling pathways. Although it has long been known that IFN type I and type II signal through different receptors [27], the effect of each on microglial gene expression was not fully known. 

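Cd86 lies on GRCm38 chromosome 16 from 36603869 to 36666081. At 24 h it rose by 2.69 on the log2 scale with IFNb (exact rank-sum test with Bonferroni correction, p = 1.0e-07, 10 of 10 cultures above the untreated median) and 3.92 with IFNg (p = 4.3e-08, 9 of 9). With IFNa it rose by 2.37 within plates (exact p = 5.3e-04, 8 of 8). Type I cultures (IFNa and IFNb, n = 18) were lower than IFNg cultures (n = 9), with a difference of -1.31 (exact p = 0.012, 18 of 18 below the IFNg median). Only 2 plates held both, and no gene could be called within them.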

We find there is a group of genes commonly induced by both types of interferons, which include Stat1 and Cd86. We also find groups of genes that are preferentially induced by type I or type II interferon signaling. 

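Type I cultures (IFNa and IFNb, n = 18) were compared with IFNg cultures (n = 9) at 24 h by the exact rank-sum test with Bonferroni correction. Ifit1 (GRCm38 chromosome 19, 34640871 to 34650009) was 2.82 higher on the log2 scale in type I cultures (p = 1.9e-05) and Irf7 (chromosome 7, 141262706 to 141266481) was 2.60 higher (p = 1.9e-05). Lgals3bp (chromosome 11, 118392751 to 118402092) was 1.67 higher (p = 3.8e-05) and C2 (chromosome 17, 34862604 to 34898265) 1.61 higher (p = 8.4e-04). Relative to untreated cultures, IFNg also raised Ifit1 by 2.13, Irf7 by 2.59 and Lgals3bp by 1.09, and it changed C2 by 0.35, which was not called. Cxcl9 (chromosome 5, 92321347 to 92328079) and Socs1 (chromosome 16, 10782240 to 10785536) were lower in type I cultures, with differences of -4.31 and -4.22 (p = 1.9e-05 for both). IFNg raised Cxcl9 by 6.97 and Socs1 by 6.66, against 2.96 and 2.59 with IFNa and 2.43 and 2.33 with IFNb. For each of these genes every type I culture lay on the stated side of the IFNg median. Few plates held both kinds of culture, and the smallest corrected p the test allows within plates is 0.22. At 72 h Cxcl9 changed by -0.33 with IFNa and was not called (p = 1).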

Genes such as Ifit1, C2, Lgals3bp and Irf7 were associated with type I signaling, whereas genes such as Cxcl9 and Socs1 were more strongly induced by type II signaling. 

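Naaa, Zyx (GRCm38 chromosome 6, 42349630 to 42360213) and Clec9a (chromosome 6, 129408862 to 129424763) were tested in every stimulus condition against untreated cultures of the same time, with Bonferroni correction over all genes and conditions of the family and the exact rank-sum test. With IFNg at 24 h, Zyx rose by 3.21 on the log2 scale (p = 2.8e-07) and Clec9a by 5.32 (p = 8.0e-05, 8 of 9 cultures), from a mean of 0.0849 CPM to 68.5 CPM. Clec9a was otherwise called only where IFNg was in the mixture: with the lower LPS dose and IFNg, and with TNFa and IFNg, both at 72 h. Zyx was also called with P3C at 24 h (1.02, p = 0.0183), with LPS at 4 h (1.55, p = 0.0030) and in 4 combinations with IL4 or IL13 at 72 h, the largest being the lower LPS dose with IL4, IL10 and IL13 (3.18, p = 0.0040). Naaa was also called with LPS at 24 h (1.46, p = 5.0e-06, 17 of 18 cultures) and 72 h (1.91, p = 0.0084, 12 of 13), and with the lower LPS dose at 72 h (1.99, p = 0.0038). It was called as well with IL10 (1.26, p = 0.0196), valproic acid (1.50, p = 0.0140) and the lower LPS dose with rapamycin (1.84) at 24 h, and with GMCSF at 72 h, where it rose by 4.02 (p = 1.7e-04) to 55.8 CPM. Type I cultures had lower values than IFNg cultures by differences of -3.77 for Naaa, -2.79 for Zyx and -5.17 for Clec9a (p = 0.0012 for Clec9a).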

Notably, the group of genes including Naaa, Zyx and Clec9a were highly specific to interferon type II response and was not induced by any other stimulus tested.

These gene modules also provide a strong basis to uncover regulators that drive microglial states. The transcription factors associated with each module present a potential biological mechanism by which the modular regulation may be achieved. Interestingly, several of these, such as Irf8 and Nfkb1, have been previously identified as Signal Dependent Transcription Factors that may regulate microglial phenotype in neuropathic pain and neurodegeneration, respectively [28, 29]. It will be interesting to see whether the microglia in these disease scenarios correspond to upregulation of the modules found in our study. Additionally, the transcription factors identified here could be tested for use as therapeutic targets to downregulate modules of interest. For modules that did not show strong association with any particular transcription factor, microRNAs or other factors may be acting to further regulate subsets of genes. Future studies should examine potential regulatory regions shared by genes in a given module.

Chronic activation phenotypes are of particular relevance to the pathological role of microglia. Indeed, this is a central consideration when interpreting the role of microglia in various neurological conditions that become more prevalent with age, such as Alzheimer’s disease and Amyotrophic Lateral Sclerosis [30–33]. Here, we profiled microglia from aged wild-type mice to study the microglial priming phenotype. The gene expression pattern in aged mice corresponded to the up-regulation of three gene modules, BR_turquoise, CY_turquoise and CY_yellow. 

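For each mouse, the log2 fold changes of a module's genes relative to the mean of the 11 young mice were averaged. In BR_turquoise the 13 aged mice were at 0.20, 0.27, 0.36, 0.40, 0.50, 0.56, 0.60, 0.61, 0.66, 0.68, 0.71, 0.77 and 0.79. In CY_turquoise they were at -0.04, 0.00, 0.31, 0.32, 0.34, 0.34, 0.45, 0.49, 0.52, 0.56, 0.56, 0.57 and 0.81. In CY_yellow they were at 0.03, 0.25, 0.26, 0.29, 0.32, 0.37, 0.37, 0.46, 0.46, 0.56, 0.60, 0.73 and 0.83. The young mice reached at most 0.26 in BR_turquoise, 0.21 in CY_turquoise and 0.34 in CY_yellow. In the first library batch, BR_turquoise was at 0.33 ± 0.13 (SD, n = 4) in aged and -0.20 ± 0.14 (n = 4) in young mice, and in the second at 0.64 ± 0.12 (n = 9) and 0.11 ± 0.11 (n = 7). CY_turquoise was at 0.21 ± 0.29 and -0.21 ± 0.11 in the first batch, and at 0.49 ± 0.15 and 0.12 ± 0.06 in the second. CY_yellow was at 0.36 ± 0.27 and -0.15 ± 0.13 in the first batch, and at 0.46 ± 0.20 and 0.09 ± 0.14 in the second.

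**Figure D1:**
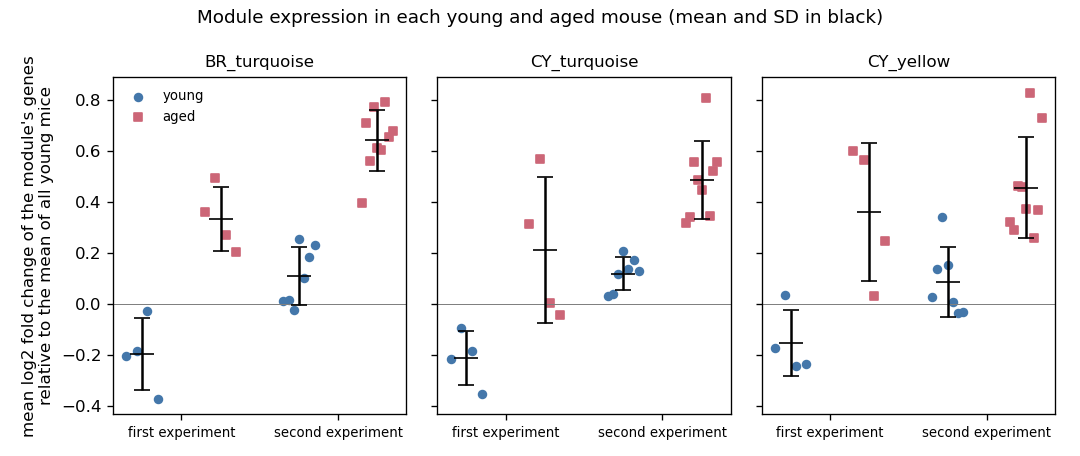
Mean log2 fold change of the genes of BR_turquoise, CY_turquoise and CY_yellow in each mouse (vertical axis), for young (circles) and aged (squares) mice of the first and second library batch (horizontal axis). Values are relative to the mean of all young mice, and black lines give the mean and SD of each group. In each batch the mean of the aged mice lies above that of the young mice in all 3 modules.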

Our stimulus panel shows that the BR_turquoise module was activated by IFN type I stimuli (Fig. 3), in line with results from previous studies that have shown upregulation of IFN type I signaling with aging [34]. The other two modules, CY_turquoise and CY_yellow, were activated by the TLR3 stimulus in our panel (Fig. 3). Furthermore, pathway analysis results comparing the BR_turquoise module and the CY_turquose + CY_yellow module show that former is responsible for activating the viral response, IFN-alpha and IFN-beta pathways, whereas the latter is associated with innate immune response and migration (Fig. 7c). In effect, we have successfully dissected the microglial aging signature further into two separate components; one, a known interferon type I signal, and the other, a previously uncharacterized gene signature induced by TLR3 signaling. This analysis provides testable hypotheses for reversing age-induced molecular changes in microglia.

Comparison of aging and acute inflammation in vivo revealed that distinct sets of modules dominate the microglial response in these two perturbations (Fig. 7a, left). 

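Across the 31 modules, the median log2 fold changes of aged mice and of LPS mice correlated at r = 0.42, over modules that are not independent replicates. In aged mice PU_turquoise was at 0.08 (exact rank-sum test with Bonferroni correction, p = 0.184, 11 of 13 mice above the young median) and PI_blue at 0.14 (p = 0.15, 12 of 13), and neither passed the correction. With library batch in the model PI_blue passed it, at 0.16 (p = 0.0461), and PU_turquoise did not (p = 0.108). PU_turquoise passed over genes above 5 CPM, at 0.19 (p = 0.0286), and with a pseudocount of 5, at 0.030 (p = 0.0372).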

Pathway analysis showed upregulation of proliferation and migration during acute inflammation, which was not seen in aged microglia, pointing to different functional properties in acutely vs chronically inflammatory microglia. This is an important point from a therapeutic viewpoint – anti-inflammatory drugs targeting canonical inflammatory cascades may not counteract the chronic inflammation seen in aged microglia.

We were able to recapitulate portions of the aging-associated module activation pattern in several of our in vitro conditions. Comparison of 4- and 72-h LPS stimulation showed a similar distinction to that of acute LPS-treatment and aging in vivo, respectively (Fig. 7a, right). In the case of 72-h LPS stimulation in vitro, we found induction of one additional module, CY_brown, that was not prominent in aging in vivo. This module may be unique to LPS, or may reflect the limitations of recapitulating the aged phenotype in vitro. Despite this difference, our results indicate that aged microglia may be modeled in part by chronic LPS stimulation in vitro, providing a useful way to model certain aspects of microglial priming in a short time span. Additionally, we observed that chronic stimulation with IFNb or P3C induced non-overlapping subsets of the aging-associated modules, suggesting that interferon type I and TLR1/2 signaling could both contribute to the aging phenotype. 

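CY_brown was higher by a median log2 fold change of 1.62 after 72 h of LPS (exact rank-sum test with Bonferroni correction, p = 1.1e-08; 13 of 13 cultures). In aged mice its median was 0.06 (exact rank-sum test, corrected p = 0.795), rank 18 of 31.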

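Over the 42 conditions at 72 h, the correlation with aged mice across modules was highest for the lower LPS dose with IL10 (r = 0.77, n = 5 cultures). Its range over resamplings was 0.49 to 0.80. For the lower LPS dose with norepinephrine (n = 3) r was also 0.77 (0.55 to 0.78), so their order is not decided. With the second library batch of aging alone norepinephrine was higher, at 0.96 against 0.85. For the lower LPS dose without an addition (n = 11) r was 0.76 over both batches. IFNa was at 0.65 (n = 7).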

Future experiments should address which of these modules can be associated with microglial dysfunction.

Microglia stimulated by LPS are known to release a plethora of cytokines that in turn activate other receptors besides TLR4 [35–37]. As such, gene expression changes in our 72-h stimulus conditions may represent a response to endogenous signals released by microglia, rather than a response to the exogenous stimulus itself. This raises the possibility that the aged phenotype of microglia in vivo is similarly a response to autonomous signaling in response to chronic activation.

## Conclusions

This work provides a comprehensive dataset that can be used as the basis for classifying microglial phenotypes. First and foremost, we find that microglial gene expression is modular in nature, and the gene modules derived here can be used to characterize microglial states both in vitro and in vivo*.* The combinatorial code of module activity can distinguish between states induced by a variety of stimulus types and treatment durations; distinct transcriptional activation states were induced by IFN type I, IFN type II, TLR2, TLR3 and TLR4 signaling. The in vitro stimulus panel itself supplements traditional pathway and regulator analysis, as it is a microglia-specific resource with experimentally validated annotations that link gene co-expression to stimulus. Utilizing this feature, we show that aging microglia are in an activation state that is dominated by IFN type I and TLR3 signals, providing new insight for targeting senescence of the neuro-immune system. In summary, our data provide a novel resource for elucidating microglial states.

## Methods

### Primary cell culture

Primary neonatal mouse microglia (Sciencell, Cat#M1900–57) were cultured in poly-lysine coated 96-well plates with Microglia Medium (Sciencell, Cat #1901). Cultures were kept in an incubator at 37 °C, 5% CO_2_. Media was refreshed 24 h after plating. 4 days after plating, media was removed and replaced with fresh media containing a stimulus.

### Animals

Animal studies were conducted under a protocol approved by the Ionis Institutional Animal Care and Use Committee (IACUC) in an Association for Assessment and Accreditation of Laboratory Animal Care (AALAC) approved animal facility. For the LPS-stimulation experiment, female C57BL/6 mice (Jackson Laboratories), 2 month old, were injected intraperitoneally with 2 mg/kg LPS (Sigma, strain 0111:B4) formulated at 0.5 mg/ml in PBS (*n* = 4). At 4 h post dosing, microglia were isolated as described below. For comparison of aged and young mice, we isolated microglia from male C57BL/6 mice at 22-month and 2-months of age respectively (*n* = 12).

### Microglial isolation

Mice were deeply anesthetized by isoflurane inhalation (4% in air carrier gas) in an induction box and maintained on a deep plane of anesthesia using a nose cone. The anesthetized animals were perfused with ice-cold PBS and whole brains were collected in 1X HBSS+HEPES buffer. Brains were finely minced with a razorblade and digested in Accutase (EMD Millipore, Cat #SCR005) at 4 °C for 45 min. Following successive trituration with clipped pipette tips of decreasing diameter, cells were washed with 1X HBSS+HEPES and filtered with a 250 uM mesh filter. Tissue homogenates were centrifuged over a 30% Percoll gradient to remove myelin. Microglia were isolated by Magnet Activated Cell Sorting (MACS) using a CD11b antibody (Miltenyi).

While Cd11b is expressed on peripheral monocytes in addition to microglia, our method of perfusion removes blood contamination from the CNS and thus minimizes peripheral monocyte contamination of our sample from peripheral monocytes. We confirmed the purity of this method using flow cytometry. Previous studies have shown that flow cytometry analysis of CD45 levels distinguishes between CD11b-positive microglia and macrophages, with microglia expressing CD45 at low levels and macrophages expressing it at high levels [38]. Our flow cytometry analysis shows that 97.3% of the cells in our CD11b-isolated microglial samples are CD45-low, and only 1.4% are CD45-high (Additional file 5: Figure S1).

Furthermore, we examined cell-type specific marker expression of the microglial samples used in our analyses. Our samples show high expression of the microglia-specific markers, while having little to no expression for markers of other immune cell types (Additional file 6: Figure S2). 

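Levels in the 32 mice are means in CPM. The microglial markers were at 4896 ± 1639 (SD) for Tmem119, 5459 ± 933 for Selplg (GRCm38 chromosome 5, 113818536 to 113832644) and 13998 ± 4245 for Fcrls (chromosome 3, 87250758 to 87263738). Markers of other immune cells were at 73.6 ± 47.3 for Itgax, 7.59 ± 4.54 for Cd163, 13.9 ± 11.2 for S100a4, 6.95 ± 8.38 for Trbc2, 83.8 ± 86.2 for Camp and 7.63 ± 11.0 for Cxcl13. The B cell marker Rag1 was listed at 0 in every mouse. Several of these differed by age. Camp was at 149 ± 98.1 in aged mice and 59.2 ± 33.2 in young mice, Trbc2 at 14.2 ± 8.78 and 2.53 ± 2.70, Cxcl13 at 16.9 ± 12.2 and 1.90 ± 3.05, S100a4 at 22.8 ± 12.0 and 10.2 ± 5.14, and Itgax at 109 ± 47.6 and 53.2 ± 35.4. In vehicle mice, Camp was at 10.1 ± 1.32.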

The markers for each cell-type were derived by single-cell analyses from brain immune cell populations [39], which have none of the confounding effects of contaminated populations, as well as other seminal papers that have focused on differentiating microglia from other CNS immune cell types [40, 41].

### RNA extraction, library preparation

RNA extraction was performed using Qiagen RNeasy kits. 0.5–1 ng of total RNA was used as template for the initial reverse transcription, which included 0.27 uM of barcoded primer, containing a T7 promoter sequence. 48–96 cDNA samples were pooled, followed by a 8 h T7 amplification. 50 ng of the resulting aRNA was used as input for library generation using the Quantseq aRNA kit (Lexogen, Cat #043.24.V0.1).

### Next generation sequencing

NGS libraries were sequenced as 75 bp fragments with a median depth of 6.1 million reads per sample on an Illumina NextSeq500. Transcript quantitation was performed with Salmon (ver 0.7.1) using quasi-mapping based mode with automated libtype detection [42]. Gene level TPM was computed by summing read counts of all associated transcript isoforms and normalizing by total number of mapped reads. Gene model indexes were generated from Ensembl *Mus musculus* build 81 [43]. The median alignment rate through salmon was 81.5%. Samples with less than 1 million mapped reads or less than 6500 genes expressed (TPM > 5) were discarded. Differential gene expression was assessed by comparing against a negative binomial error model based on gene expression in control microglia samples. Gene-specific *p*-values were computed for each biological replicate and median-aggregated. Genes having a minimum p-value less than or equal to 0.05 in all replicates within a group were considered significant and used in downstream analysis.

### Weighted gene correlation network analysis (WGCNA) analysis

A group of 6215 genes were selected based on top 4000 genes that were highly variable across all conditions and an additional 2215 genes that were differentially expressed in at least one condition. Of the 96 conditions tested, we selected 40 core conditions as input to the WGCNA analysis. Many of the 96 conditions consisted of LPS combined with a potential modulator (ie., rapamycin), and we excluded these from the input. As the WGCNA method relies on variability between samples, the inclusion of all LPS + modulator conditions would drive WGCNA to primarily detect the LPS response and lose sensitivity to more subtle responses from other stimulus conditions. Hence, our input conditions were designed to prevent biasing WGCNA results towards the LPS response. Each condition had a minimum of four replications from two different experimental days, for a total of 373 samples. It is well known that gene expression is distributed as a Negative Binomial distribution -genes with a higher expression level typically exhibit higher variability in expression than expected from Poisson behavior [44]. 

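The labels give 373 cultures for the core conditions, the same number, with a median depth of 4.97 M mapped reads. They fall into 41 groups when the untreated cultures of 24 h, those of 72 h and the single 72 h culture labelled LPS at the lower dose are counted.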

Clustering algorithms assume Gaussian noise around cluster centers and underlying distance measures reflect this assumption. In order to mitigate the dependence of variance on mean expression we transformed the expression level by using the function for Negative Binomial distribution, such that the transformed variable is Gaussian distributed -a process known as variance stabilization [45]. The function for Negative Binomial distribution, and this stabilized expression matrix was used as input for WGCNA (ver 1.51).

For the first round of clustering, the adjacency matrix was calculated with a soft power of 4. The soft power was selected based on the standard connectivity analysis for WGCNA; briefly, we chose the lowest soft power value where the scale-free topology threshold is met [14]. The cutreeDynamic function was run with the following parameters: deepSplit = 1, PAMstage = True, minClusterSize = 20, method = hybrid. The mergeCloseModules function and was run with a cut height of 0.25. The resulting 14 modules were clustered in a second round, using matrices consisting of the genes in a given first order module and the samples associated with the module. The cutreeDynamic parameters for the second-round clustering were as follows: deepSplit = 4, PAMstage = False, minClusterSize = 20, method = hybrid. Three of the first order modules remained as a single module after the second round of clustering, indicating that additional modules were not forced in cases where the 1st order cluster was already optimal.

### Module quality analyses

Module reproducibility was determined by the intra-module correlation score. We derived the score by first ranking all genes in a given module according to their mean Pearson correlation coefficient against other genes in the module. The correlation coefficient of the gene at the 75th percentile was then selected as the intra-module correlation score. We repeated the measure on 100 independent subsets of the data, which were obtained by randomly selecting half of the samples in each condition. The resulting scores were used to compute mean and variance. Modules with a mean score greater than 0.35 were considered reproducible.

The in vivo status of modules was assessed by quantifying activation and reproducibility. Activation was defined as a 1.5-fold change in gene expression compared to control. Modules in which less than a third of the genes did not meet the activation threshold were categorized as inactive, and these modules excluded from further analysis. Reproducibility was defined as an intra-module correlation score greater than 0.35 based on the active genes in a given module.

### Hub gene selection

Genes in each module were first ranked by correlation to the module eigengene*—*the module eigenegene is defined as the first principle component in the gene space of a given module [14]. Of the ten genes with the highest correlation, the gene with the lowest coefficient of variance and minimum expression of at least 5 TPM was selected as the hub gene for the module.

### Network and pathway analysis

We used the web-based application gProfiler [46] to obtain significantly enriched GO biological process and Reactome pathways, excluding electronic GO annotations. The resulting pathways were then displayed using the Enrichment Map app in Cytoscape 3.0 using Jaccard similarity coefficient with an FDR cutoff of 0.0001 [47, 48].

For transcription factor prediction, we used the cytoscape plugin GeneMANIA to first create networks between the genes in each module [49]. The network was analyzed using the cytoscape plugin iRegulon (‘Predict regulators and targets’ function, motif collection = 10 K (9213 PWMs)) to rank motifs around the 20 kb centered around the transcriptional start site. TFs were predicted with maximum FDR of 0.001 in motif similarity.

### Statistical analysis

Mann-Whitney U tests were performed using the Python scipy package. *p* < 0.05 after Bonferroni correction was considered significant.

## Additional files

Additional file 1: **Table S1** List of conditions used in microglia stimulus panel. Table containing stimulus identity, supplier, stimulus duration and concentration for all conditions used in the stimulus panel. (CSV 3 kb)

Additional file 2: **Table S2** Number of replicates in each stimulus condition. Table showing the number of biological replicates in each condition. (CSV 2 kb)

Additional file 3: **Table S3** Lists of genes in each module. Each column shows the full list of genes in a given module. (CSV 13 kb)

Additional file 4: **Table S4** Gene Ontology (GO) terms associated with each module. Columns show the GO term and corresponding q-value associated with each module. Some modules did not yield any significant GO terms. (CSV 9 kb)

Additional file 5: **Figure S1** Flow cytometry shows enrichment of CD45low cells in Cd11b-MACS samples. (A) Flow cytometry of Cd45 in a representative Cd11b-MACS sample [left] and a positive control containing all CNS immune cell types [right].

Additional file 6: **Figure S2** Cd11b-MACS samples express microglia-specific markers. (A) Expression of various in immune cell markers in MACS-Cd11b samples. Error bars represent standard deviation. (B) Table listing the cell type associated with each marker gene.

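In the 15 mice of 2 months labelled as given vehicle or as naive, Tmem119 was at 4792 ± 1319 CPM (SD), Selplg at 5695 ± 995 and Fcrls at 14869 ± 4825, and Camp was at 46.1 ± 35.9.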

## Abbreviations

AAALAC: Association for Assessment and Accreditation of Laboratory Animal Care
CNS: Central Nervous System
COPD: Chronic Obstructive Pulmonary Disease
FDR: False Discovery Rate
GO: Gene Ontology
IACUC: Institutional Animal Care and Use Committee
IFN: Interferon
LiA: Linoleic Acid
LPS: Lipopolysaccharide
MACS: Magnet Activated Cell Sorting
NES: Normalized Enrichment Score
P3C: Pam3CysSerLys4
polyIC: Polyinosinic-polycytidylic acid
PWM: Position Weight Matrix
TLR: Toll-like Receptor
WGCNA: Weighted Gene Correlation Network Analysis

# Supplementary material for: A modular analysis of microglia gene expression, insights into the aged phenotype
**Source:** BMC Genomics. 2019 Feb 28;20:164. doi: 10.1186/s12864-019-5549-9
**Supplement:** Supplementary file 6 — Figure S2 Cd11b-MACS samples express microglia-specific markers. (A) Expression of various in immune cell markers in MACS-Cd11b samples. Error bars represent standard deviation. (B) Table listing the cell type associated with each marker gene.

Fig. S2

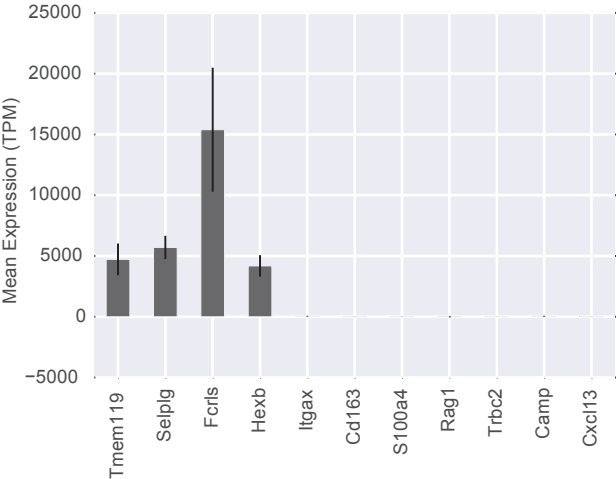

| Gene    | Cell Type                |
|---------|--------------------------|
| Tmem119 | Microglia                |
| Selplg  | Microglia                |
| Fcrls   | Microglia                |
| Hexb    | Microglia                |
| Itgax   | Dendritic cells          |
| Cd163   | Perivascular macrophages |
| S100a4  | Monocytes and T cells    |
| Rag1    | B cells                  |
| Trbc2   | T cells                  |
| Camp    | Granulocytes             |
| Cxcl13  | Peripheral macrophages   |

How the deposited data were processed for this re-analysis (not part of the article)

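Gene expression was measured by 3′-end RNA sequencing in 784 cultures of primary mouse microglia and in microglia isolated from 32 mice. The cultures covered 65 stimuli and combinations of stimuli at 4, 24 or 72 h. The mice formed an LPS experiment of 8 animals and an aging experiment of 24 animals. Conditions, doses and time points were taken from the sample labels and the paper's Table S1. Cell lot, culture plate, well and library pool came from the header of the culture table, and in vivo the library batch came from the labels. The header of the in vivo table calls all mice vehicle mice, the LPS mice with LPS added, for 2 or 4 weeks, while the labels call the aging mice naive, and the labels were followed.

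The authors quantified reads with salmon 0.7.1 against Ensembl build 81, summed the reads of all transcripts of a gene, divided by the total of mapped reads and deposited the result as CPM. The paper uses the word TPM for these values, and the tests were chosen for TPM before the unit was found. No division by transcript length is described, and most low values of a sample are whole multiples of a single step, as CPM are. The tests on a log scale are the same for both units. The values of a culture summed to between 996125 and 999918, and those of a mouse to between 885237 and 983443. The lowest sums were in the first library batch of the aging experiment, where they reached 935291, while those of the second were at least 980659. Values are relative to all mapped reads of a sample, so a strong rise in some genes lowers the values of others. The authors removed cultures under 1 M mapped reads (M for 1e6) and cultures with few expressed genes before depositing the values. Their negative binomial error model, variance-stabilising step and clustering were not repeated.

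The depth of each sample was computed as 1e6 divided by the step between its low values. Among the low values, 79.4% or more lay within 0.1 of a whole number of reads in each mouse, and 70.2% or more in each culture. Because the remainder did not, counts were not rebuilt and tests for counts were not used. In the shallowest culture, with 1.00 M mapped reads, 1 CPM is 1 read, so genes of a few CPM rest on few reads there. No confidence interval was attached to single values.

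Values were transformed as log2(CPM + 1), and a fold change is a difference of means on that scale, which understates the change of genes with low values. Single genes, module eigengenes and module means were compared with an exact 2-sided rank-sum test that uses mid-ranks for ties, with Bonferroni correction over the genes or modules and comparisons of a family. For values within plates or pools, ranks were taken and labels permuted within each plate or pool. IFNa and IFNb cultures, which share no plate, were also compared in a linear model with plate and the untreated wells of those plates, by permuting its residuals. Tests across all genes used limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. Genes entered a fit with more than 5 CPM in at least 4 samples, or in at least 11 mice for aging. In cultures a log2 fold change of at least 1 was also required, and all 24 h conditions without LPS combinations shared a fit. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Permutation tests with larger groups drew 100000 permutations.

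Module eigengenes were the first principal component of a module's standardised genes over the 373 core cultures, scaled to an SD of 1 and signed to rise with the mean. Intra-module scores followed the paper's methods on log2 values in place of variance-stabilised ones. Modules in mice were called active at 33.3% of genes changed 1.5-fold, and were scored with the same threshold of 0.35.

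The genes named were chosen by a rule fixed before the data were examined, as were the main tests and most alternatives. They are the genes that the study names for a measurement in these samples, and for each of the comparisons in mice the 5 with the largest rise and the 5 with the largest fall. The latter had to pass the adjusted p of 0.05, reach a mean of 5 CPM in the higher group, and not overlap between groups (LPS) or change the same way in both library batches (aging). Genes named outside this rule were chosen after their values were seen. Results for some of the genes that meet the rule are not reported here. Gene positions are those of GRCm38.

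The 16 lists of marker genes covered neutrophils, monocytes, perivascular macrophages, T cells, B cells, NK cells, erythrocytes, endothelial cells, astrocytes, oligodendrocytes, neurons, homeostatic microglia, disease-associated microglia, proliferation, the response to tissue dissociation, and genes of the sex chromosomes. The last list was used to check the labels. Ddx3y was at most 0.99 CPM in the mice of the LPS experiment, which were female, and between 39.8 and 80.3 CPM in those of the aging experiment, which were male. Eif2s3y was listed at 0 in the first and at 12.9 CPM or more in the second. Uty and Kdm5d share sequence with copies on the X chromosome and were above 0 in all mice.

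The limma fits were tested on simulated data with 200 changed genes each. They recovered 187 of these for 8 cultures against 40, 190 for 9 against 40, 114 for 4 mice against 4 and 165 for 13 against 11. The module test recovered all 16 changed modules and called 0 of 15 unchanged ones. To see how often chance gives as many genes, samples were regrouped up to 100 times.

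Alternatives changed a single choice at a time. They were the pseudocount (0.1 or 5), the filter on low values, library pool or culture plate as a covariate, the LPS dose, the module summary, the fold change required, the centring of samples, the reference at 4 h, and leaving out each replicate in groups of up to 5. Culture plate and well position as covariates, and each library batch of aging on its own for modules, were chosen after seeing the data. A culture labelled LPS for 72 h at the lower dose was kept apart and used in a single alternative. The modules of the paper that are missing from the copy of Table S3 were not analysed here.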

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

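The tests of sequencing depth on CY_yellow, of library batches on the disease-associated microglia list, of a lower share of microglia and of blood on the cell type lists, and the regroupings of edge wells were chosen after the results were seen.

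Aged mice had more of the transcripts of other immune cells. The neutrophil list had a median log2 fold change of 1.18, with 11 of its 12 genes higher (exact rank-sum test over 15 lists with Benjamini-Hochberg adjustment, p = 0.0094, 11 of 13 aged mice above the young median). The monocyte list was at 1.08 (8 of 8 genes, p = 1.1e-04, 13 of 13 mice) and the T cell list at 0.98 (7 of 8 genes, p = 1.1e-04, 13 of 13 mice). The paper does not report these lists by age. The most abundant neutrophil gene, S100a9, was at 699 CPM in aged and 292 in young mice. Of the 12 neutrophil genes 10 are above 5 CPM in young mice too, and 1, S100a8, is a gene of CY_yellow. No T cell gene reached 5 CPM in young mice, a count of 0. In the first library batch the medians were 1.46 for neutrophils and 1.31 for monocytes (exact p = 0.114 for both, 4 mice against 4), and in the second 1.03 and 0.92. A lower share of microglia would raise the markers of every other cell type alike, and the perivascular macrophage list was at -0.30 (3 of 8 genes higher). Blood left in the vessels should bring red cells, and the erythrocyte list was at 0.37 with p = 0.455, which is too wide a spread to decide. Blood left in the vessels and cells that had entered the tissue therefore cannot be told apart for neutrophils and monocytes. That more of these cells reside in the aged brain may be an explanation and was not tested.

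CY_yellow, one of the modules higher in aged mice, went with the neutrophil genes. The 11 neutrophil genes outside the module had a median log2 fold change of 1.19, and within groups the module mean correlated with them at r = 0.86 across the 24 mice (permutation p = 1e-04, the smallest possible, rho 0.76). Without the 2 farthest mice r was 0.81. CY_yellow and depth correlated at -0.22 (p = 0.304). With the neutrophil genes as a covariate the difference between ages fell from 0.42 to 0.19 and was still apart from 0 (permutation p = 0.0010), so a neutrophil share that varies between mice is not the whole cause. With the mapped reads as a covariate it was 0.34 (permutation p = 0.0035), although aged mice of the second batch had fewer reads, 3.41 against 4.23 M (exact p = 7.0e-04). The smaller of the median changes in the library batches taken alone was 0.24, which argues against a difference between batches. S100a8 (r = 0.95 with the neutrophil genes), Mmp9 (0.89), Slpi (0.86) and Hp (0.81), chosen after their values were seen, followed the neutrophil genes most closely. Part of the rise of CY_yellow in aged mice is thus consistent with more neutrophils among the CD11b-positive cells, and a change within microglia stays open for the rest.

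The disease-associated microglia list was higher in aged mice by a median log2 fold change of 0.71 (14 of 14 genes, p = 0.0060 in the exact test adjusted over 15 lists, 13 of 13 mice). The medians in the first and second library batch were 0.86 and 0.64 (exact p = 0.0286 and 0.0021, unadjusted), and with batch as a block the adjusted exact p was 3.6e-04, which argues against a difference between batches as the cause. Of these genes 11 belong to modules that the study built from its cultures, and all 14 are above 5 CPM in young mice. No other technical explanation was tested for this list, and age is an open explanation.

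A mouse of the second aging batch stood apart in the mean of its CY_turquoise genes, with 5.16 on the log2 scale against 4.90 for the next of 9 aged mice. It had rank 1 by its neutrophil genes, with a mean of 7.48 and a median of 6.11 over the mice of its group. More neutrophils in this sample are a candidate explanation. In the whole experiment CY_turquoise had a difference between ages of 0.39 with batch in the model and 0.26 with the neutrophil genes added (permutation p = 7.0e-04).

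A single sample far from the others was searched for in 82 combinations of a module or hub gene with a group of 4 to 10 samples, over 16 groups. It was found in 7 combinations, which fall into 4 groups. Chance gives such a sample in about 1 in 20 combinations, so several of the 7 may be chance. In 24 h polyIC cultures, the same culture was low in Ifit3 (6.57 on the log2 scale against 11.8 for the next) and high in Irak3 (7.33 against 4.68). Its profile correlated with the mean of 24 h P3C cultures at 0.778 and with that of the other polyIC cultures at 0.426, which was rank 11 among the conditions. The 7 other polyIC cultures and all 6 P3C cultures were closest to their own group. In the same comparison 4 of 8 IFNa cultures were closest to polyIC and 1 of 18 LPS cultures to P3C, by smaller gaps, the widest being 0.699 against 0.621. A mislabelled well is a candidate explanation, and a failed stimulation with another ligand carried over was not tested. Without this culture, the log2 fold change of Ifit3 with polyIC was 5.69 and not 4.98.

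In 24 h IFNg cultures, one culture was low in Naaa (4.43 against 6.21 for the next) and listed Clec4e at 0 (4.19 for the next). It was closest to its own group, at a correlation of 0.500, so a wrong label is not needed. It had 1.21 M mapped reads, against a group median of 3.70 M. Another IFNg culture was low in Irak3 (1.20 against 2.89), and a 72 h P3C culture was low in Irak3 as well (5.90 against 6.96). Of these 7 values, 2 came from the culture with the fewest reads of its group, so shallow libraries may account for those but not for the remaining 5. No biological explanation was tested for single cultures.

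The effect of polyIC on Clec4e differed between times. It was 3.31 on the log2 scale at 24 h and -0.30 at 72 h, a difference of -3.60 (permutation p = 1e-05, the smallest possible, 2.4e-04 after Benjamini-Hochberg adjustment over 24 pairs of hub gene and stimulus). All 8 cultures were above the untreated median at 24 h. Within culture plates the difference was -3.66, which argues against plates as the cause. The other 23 pairs did not pass. The paper's Fig. 3d and Fig. 3f show Clec4e with polyIC at 24 h and no hub gene at 72 h, and the paper does not test the difference. PolyIC was given at the same dose at both times, and a response that has ended by 72 h is a hypothesis.

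Naaa rose in cultures given GMCSF for 72 h by 4.02 on the log2 scale, to 55.8 ± 20.1 CPM (SD, n = 7), and by 4.94 within plates (exact p = 2.7e-04). All 7 cultures were above the highest untreated culture of 72 h, at 14.3 CPM, so a single mislabelled or mixed well is not the cause. Reads from IFNg wells of the same library pool would bring other genes induced by IFNg, and Cxcl9 fell by 1.02 (0.17 against 3.05 CPM). H2-Aa was listed at 0, and the other 42 genes of PI_turquoise had a median of 0.12 (p = 0.242). After 24 h of GMCSF 6 of 8 cultures were above the untreated median of Naaa (exact p = 0.0924 within plates). A response of Naaa to GMCSF that leaves the rest of the module in place is a hypothesis. The paper describes GMCSF among its stimuli, and it reports Naaa as induced by type II interferon and by no other stimulus.

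Untreated wells of 24 h differed by their place on the plate. With 10 edge wells against 30 middle wells, limma with culture plate as a covariate called 172 of 11328 genes, 45 higher and 127 lower at the edge. Of 100 groupings of the same wells within plates 1, the real one, called as many. The 8 genes of the proliferation list were lower, with a median log2 fold change of -2.33 (exact p = 4.0e-05, 10 of 10 edge wells below the middle median). They were lower at the edge on all 4 plates that held both kinds of well, which argues against a single plate with few dividing cells. Among genes chosen after their values were seen, Mki67 changed by -3.07, Stmn1 by -2.17 and Gclm by 1.64. The result is consistent with evaporation or temperature at the plate edge, and no biological explanation was tested. Edge wells were unevenly spread over conditions, with 6 of 8 for 24 h polyIC and 8 of 8 for 4 h LPS with nicotine.

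The paper groups LPS with a second stimulus but reports few of these pairs. Over 17 such conditions the module eigengenes were compared with LPS alone, with Benjamini-Hochberg adjustment over all of them in the exact rank-sum test. At 72 h, IL4 raised SA_salmon by 2.98 over the lower LPS dose (exact p = 0.0050, n = 5 cultures), and IL4, IL10 and IL13 together by 3.24 (exact p = 0.0050). Exact tests also called YE_brown with TGFb, at -1.31 (p = 0.0021, n = 8), YE_turquoise with IL10, at -1.23 (p = 0.0050, n = 5), and CY_blue with norepinephrine, at -1.27 (p = 0.0271, n = 3). Smaller effects were those on TQ_yellow with estradiol (-0.54), YE_turquoise with IL13 (-0.52), TQ_turquoise with polyIC (-0.28) and TQ_magenta with eotaxin (-0.24). Among the called modules at 72 h 89 of 90 kept their direction within culture plates. The test within plates called 2 modules with polyIC, 19 with IFNg and 16 with TGFb. It called none with estradiol or eotaxin, which also shared 2 plates with LPS alone, and the other 5 of the 10 pairs shared a single plate. Plates are therefore not the cause of the direction, and responses to the added stimulus are an open explanation. Edge wells were 3 of 3 with norepinephrine and 3 of 5 with IL4, IL10 and IL13 together. They were 2 of 11 with LPS alone, and at most 2 wells in each other pair. The position on the plate was not tested at 72 h, so it stays open for these additions. After 24 h of LPS, a single module was called for each of estradiol (CY_red, -0.30), minocycline (BR_turquoise, -0.28), GABA (BR_turquoise, -0.17) and, at the lower dose, CCL2 (TA_tan, 0.10). None of these was called within plates, where the differences were -0.20, -0.21, -0.10 and 0.10.

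After 4 h of LPS the additions had a common pattern. ATP raised TQ_yellow by 1.67 (exact p = 0.0271 after the same adjustment, n = 6 cultures) and nicotine by 1.60 (p = 0.0064, n = 8), and norepinephrine lowered PU_turquoise by a difference of -1.54 (p = 0.0095, n = 8). Of the 17 modules called with any of the 3 additions, 15 moved the same way with all 3. Over all 31 modules it was 26, where unchanged groups simulated against the same LPS cultures gave a median of 16 and as many in 7.8% of 1000 draws. The 7 LPS cultures that all 3 are compared with may thus lie apart by themselves. Edge wells were 16 of 22 with additions and 2 of 7 with LPS alone (Fisher's exact test, p = 0.0712), and with so few wells the position on the plate and the additions cannot be told apart.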

How the results depend on the processing

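The fits with culture plate, with well position and with single aging batches for modules were chosen after the results were seen. Over 296 results and 1613 alternatives, 1385 kept their direction and their side of the threshold, or stayed within the spread between replicates or within 1.5 times a count. Among the others 45 lost significance, 7 gained it, 149 moved in size and 27 reversed. No paired analysis was possible because each sample carries its own library number.

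The numbers of active modules per stimulus, the number of hub gene calls at both times, the markers in mice, and the count of genes changed by LPS in vivo all stayed within these limits. Leaving out each of the 8 mice of the LPS experiment in turn gave 1304 to 1505 changed genes in limma, against 1781 with all of them. It gave 11 to 15 active and 10 to 14 reproducible modules, and 11 to 12 modules with every LPS mouse above every vehicle mouse. Leaving out each 72 h IFNb culture gave 5 modules called higher, against 6, and 15 hub gene calls each time, as with all cultures. The module medians in LPS mice moved between 0.71 and 1.05 for PI_blue, 1.25 and 1.39 for PU_turquoise, 1.35 and 1.87 for CY_brown, and 1.77 and 2.02 for CY_red. Marker levels moved little, for example from 86.0 to 86.3 CPM for Camp and from 13819 to 14136 for Fcrls.

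The mean correlation within conditions was 0.721, 0.882 over genes above 5 CPM, and 0.828 on linear values. The cause was not tested beyond the choice of genes and scale.

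Counts of changed genes at 24 h depended on the settings. Without a minimum fold change, limma counted 1 gene for CCL7, 43 for LiA, 637 for nicotine, 1264 for IL4 and 6034 for LPS, which follows from the weaker requirement. With a pseudocount of 5 there were 5 for LiA, 202 for nicotine, 274 for IL4 and 1624 for LPS, since a larger pseudocount shrinks the fold changes of low genes. With culture plate in the model the counts were 1 for CCL7, 2 for LiA and 234 for IL4. With well position added to the plate they were 1, 10 and 230. With library pool they were 1, 151 and 284. Without the filter on low values CCL7 had 5 genes. The main counts were 0, 17 and 540, and the cause was not tested for the covariates and the filter.

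In mice, centring each sample on its median moved the split of genes changed by LPS from 739 higher and 1042 lower to 889 and 637. In aged mice it moved the split from 236 and 62 to 236 and 147. The count of genes changed with age was 298, and 931 with library batch in the model, 12 in the first batch alone and 743 in the second alone. The first batch holds 4 mice against 4. The cause of the higher counts was not tested. Active modules in vivo were 13, and 6 with a 2-fold change required, 8 with a pseudocount of 5 and 21 with a pseudocount of 0.1. Reproducible modules were 6 with a 2-fold change and 8 with a pseudocount of 5, since fewer modules were active.

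Modules higher in aged mice were 5, and 13 with library batch in the model, 10 in the second batch alone and 0 in the first, where 4 mice against 4 allow no exact p below 0.0286 before correction. The 6 modules higher with 72 h IFNb became 0 with culture plate or library pool in the test, where 4 cultures against 10 cannot reach a corrected p below 0.0619. Modules lower with resveratrol were 2, and 0 with library pool as the block, where the smallest corrected p the test allows is 0.514.

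Values that reversed were mostly those of effects that were not called in the main setting. At 24 h they were Retnla with LPS, which was 0.41 and became -0.83 at the lower dose, -0.068 with plate and -0.23 with pool, Clec4e with IFNb (0.019 with pool), Irak3 with IFNa (0.14 with plate) and Clec9a with IFNa (0.027 with plate). A called one was Naaa with LPS (1.46), at -0.043 for the lower dose. At 72 h they were Clec4e with IFNa (0.071 with pool), with IFNb (-0.41 with plate and with pool) and with IFNg (0.12 with a pseudocount of 5), and Irak3 with IFNb (-0.28 with plate and with pool). Leaving out each IFNb culture gave -0.057 to 0.41 for Irak3. Of the interferon genes, 72 h in place of 24 h turned Cxcl9 with IFNa, called at 2.96, to -0.33, and Zyx with IFNb to -0.36. BR_turquoise with 72 h P3C, at 0.04, became -0.12 with plate, -0.14 with pool and -0.020 with a pseudocount of 5. With resveratrol, the pool as block turned CY_blue to 0.00369, CY_brown to 0.057 and CY_turquoise to 0.10. With rapamycin, CY_red became 0.0075 with a pseudocount of 5, CY_turquoise -0.00466 and YE_turquoise -0.066 with mean z-scores, and YE_turquoise -0.039 with a pseudocount of 0.1. The cause was not tested for any of these.

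For single genes and modules, 45 values lost significance, 16 of them with culture plate (10 of these for type I cultures against IFNg, where the smallest corrected p the test allows is 0.22), 9 at 72 h, 8 in the first aging batch alone and 5 with library pool or batch. Of the 7 that gained it, 3 did so with plate and 3 with pool or batch. A further 114 moved in size, 87 of the 149 that moved being intra-module scores. Il1b with IFNa, at 1.54 (p = 0.041), was at 0.33 within plates (p = 0.0999), and Tnf with IFNa, at 0.81 (p = 0.123), was called with library pool, at 0.60. The modules with an intra-module score above 0.35 were 18, and 13 to 24 over the alternatives.

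Depth limits what low genes can show. In the shallowest culture 1 CPM is 1 read, and genes listed at 0 there may be expressed. The pseudocount of 5, which hides such genes, changed the number of active modules in mice from 13 to 8.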

Differences from the paper's values

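No test in this part was chosen to bring a value closer to the paper, and centring within culture plates was chosen after the result was seen. The paper's mean correlation within conditions is 0.937, where 0.721 was found. Of the alternatives set before the data were examined, genes above 5 CPM gave 0.882 and linear values 0.828, both below the paper's value. The gap is above the SD of single conditions for the first, 0.0475, and below it for the second, 0.125, and this SD is not the error of a mean. The paper's lowest condition is at 0.85, and here it was at 0.459. It stayed apart over genes above 5 CPM (0.662) and on linear values (0.521). The paper's highest is 0.994, and here it was 0.893. The difference closed with both alternatives, at 0.960 over genes above 5 CPM and 0.994 on linear values.

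The paper has 33 reproducible modules, and 18 of the 31 modules analysed here had a score above 0.35. All alternatives set before the data were examined remained different, with 13 over all cultures, 18 after centring on library pools and 19 with a pseudocount of 5. Centring within culture plates, chosen after seeing the values, gave 24.

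The paper gives 7 as the lowest number of active modules, for type I interferon. With IFNa 16 were called, and 14 to 16 under the alternatives set before the data were examined, and with IFNb 16, and 12 to 16, so none of these came within 1.5 times the paper's number.

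The paper reports 4 modules that were active in mice but not reproducible, and the number here was 0. A pseudocount of 0.1 gave 5 and scoring over all genes of a module gave 3, both close to the paper's number. A 2-fold change and a pseudocount of 5 gave 0, genes above 5 CPM gave 1, and leaving out each mouse gave 0 to 2, all still different. For active modules in mice the paper's number is 15 and the number here was 13, and for reproducible ones it is 11 against 13. Leaving out each mouse gave 11 to 15 active and 10 to 14 reproducible modules. It gave 15 active modules without either of 2 LPS mice, where 13 and 14 were reproducible, and 11 reproducible ones without any of 5 other mice, where 11 to 13 were active, so none gave both of the paper's numbers.

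Tnf with LPS is at about 840 in Fig. 1b, read by eye, and the mean here was 1488 CPM, while the lower LPS dose, an alternative set before the data were examined, gave 836. Il1b with LPS is at about 370 in Fig. 1b, read by eye, against 1031 here and 377 at the lower dose.

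The paper counts CCL7, nicotine and LiA among the stimuli without a response. In limma CCL7 had 0 genes (98 at an unadjusted p under 0.05), LiA 17 and nicotine 396. Over the alternatives LiA had 2 to 151 and nicotine 202 to 637. The text of the paper leaves Tnf and Il1b unmoved by IFNa while its Fig. 3a marks Il1b with IFNa, and here IFNa raised Il1b by 1.54 on the log2 scale. Within culture plates, a comparison chosen after seeing the values, Il1b was not called. In the paper Naaa is absent from the 24 h response to LPS, and here it was called at 1.46. At the lower dose it changed by -0.04 and was not called.

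In Fig. 3b BR_turquoise and BR_blue are marked as active with polyIC. Here they rose by 1.92 and 1.65, and the exact test did not call them (p = 0.072 and 0.0624 over 8 cultures after correction over 31 modules and 6 stimuli, each up to 1 over the alternatives). With 1 culture left out, which was chosen after seeing the values, both were called, at 2.25 and 1.94 (exact p = 5.9e-06 for both, 7 of 7 cultures higher). In the same figure CY_yellow, CY_blue and TQ_brown are not marked with polyIC, and they were called here at 0.86, 0.93 and -0.75. TQ_brown with polyIC was not called with mean z-scores (p = 0.298) or with correction over all conditions (p = 0.302), nor with library pool or culture plate in the test or without 1 culture, the last 2 chosen after seeing the values. YE_turquoise is not marked with IFNb and was lower here, at -0.36, and TQ_pink is not marked with P3C and was lower, at -1.99. PI_turquoise is marked with IFNg alone, and here it was also called with IFNa and IFNb, at 0.71 and 0.83, and with LPS and P3C, at 0.38 and -0.54. The paper gives each module its own pattern of regulation. Counted as calls over 38 conditions, 30 patterns were found for 31 modules. In Fig. 4a the modules activated by LPS are fewer than the 11 that were higher here at the lower dose, and 2 of the 11 are outside that figure.

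For Naaa and Zyx the paper gives a response to IFNg and to no other stimulus. Naaa was also called with LPS, at 1.46 after 24 h and 1.91 after 72 h, and with IL10, valproic acid and 72 h GMCSF, at 1.26, 1.50 and 4.02, and Zyx with 24 h P3C and 4 h LPS, at 1.02 and 1.55.

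Among the modules with the greatest effects of resveratrol the paper names CY_yellow, and its median log2 change here was -0.24, with no call. CY_red, which is outside that group, changed by -0.34. CY_yellow stayed behind CY_red over genes above 5 CPM (-0.25) and with a pseudocount of 0.1 (-0.26) or 5 (-0.15). In aging the paper places CY_yellow among the leading 3 modules, and here it had rank 5 by the median, at 0.26. It had rank 2 with a pseudocount of 0.1 (0.42) or by the mean (0.43), and rank 3 over genes above 5 CPM (0.36). It had rank 4 with library batch in the model or in each batch alone, and rank 7 with a pseudocount of 5 (0.17).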

Other observations

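The tests of culture plates on nicotine, of library batches on the genes changed with age, of reads from IFNg wells on Naaa, and of random sets matched by direction were chosen after the results were seen.

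Groups of the same sizes were drawn from the same samples up to 100 times to see how often chance calls as many genes in limma. For LPS at 24 h 1 of 100 groupings, the real one, called as many genes as the real one, with 457 in the next. It was 1 of 100 for IL4 (42 in the next) and for nicotine (47 in the next). For LiA, with 17 genes, it was 3 of 100, with up to 400 genes, and for CCL7 100 of 100, with up to 597, since its count was 0 (98 at an unadjusted p under 0.05). For LPS in mice 1 of 35 groupings, the real one, reached 1781 genes. For aging it was 1 of 100, and the other groupings drawn had 0. A grouping of the same mice by library batch in place of age called 6138 genes, and the blocked count for age was 931.

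Nicotine for 24 h changed 396 genes against untreated cultures. With culture plate in the model 407 were called, 216 of them shared, and with well position and plate 203 of the 396 were called. Differences between plates or positions are therefore not the whole cause, while for nearly as many genes they may be. A response to nicotine stays open for the 203.

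The 298 genes called between aged and young mice were all, 298 of 298, called with library batch in the model too. Of 683 genes called in the second batch alone and measured in both, 561 (82.1%) had the same sign in the first. Across 8981 genes, which are not independent replicates, the fold changes of the batches correlated at 0.417. The library batch is therefore not the cause of these calls, and age is an open explanation.

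BR_turquoise was higher in aged mice in each library batch, and the smaller median was 0.40. With batch in the model the difference of the module mean was 0.53, and 0.54 with the neutrophil genes as a covariate (permutation p = 1e-05, the smallest possible), so neutrophils are not the cause. The median aged mouse was at 0.60 above the young mean, against 0.26 for the highest young mouse, which argues against a few mice with an interferon response as the cause. A rise of interferon-induced genes in most aged microglia is a hypothesis.

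Modules in mice were scored on genes picked for their change. Of 1300 random sets of genes changed by LPS outside the modules, with as many higher and lower genes as each module, 94.3% reached the same threshold of 0.35. Without matching the directions 21% did, with a median score of 0.21. All 13 active modules passing is then not beyond chance, with a probability of 0.364. The threshold alone is thus consistent with a common response of changed genes. The scores of 9 of the 13 modules lay above at least 95% of their random sets, and a structure of these modules beyond a shared response stays open.

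Naaa rose in 72 h LPS cultures by 1.91 on the log2 scale and by 2.31 within plates (exact p = 7.4e-07, 12 of 13 cultures above the untreated median). Interferon gamma made in the cultures would raise the other genes of PI_turquoise, and these 42 genes had a median of -0.031, with 19 higher (p = 0.976). Ifng was listed at 0 in all LPS and untreated cultures. Reads from IFNg wells would bring H2-Aa, which was at 1147 CPM in 24 h IFNg wells where Naaa was at 106. The mean of Naaa in 24 h LPS wells was 15.2 CPM and the rise of H2-Aa was 5.51 CPM, from 2.90 to 8.41. In 72 h LPS wells H2-Aa was at 1.37 CPM, below the 4.04 of untreated wells. Both explanations are thus excluded as the source of the whole rise, and a response of Naaa to LPS outside its module is a hypothesis.

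Retnla, a gene induced by IL4, was above 0 in some untreated 24 h cultures. All 14 untreated wells in the 4 library pools that also held IL4 or IL13 wells had it, with a mean of 4.83 CPM and a highest value of 11.1. All 26 wells in the 6 other pools were listed at 0 (exact rank-sum p = 4.3e-11). Reads carried over between the wells of a pool are a candidate source, and no biological explanation was tested.

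In aged mice the remaining marker lists were compared with the same adjustment over 15 lists. Homeostatic microglia genes had a median log2 fold change of -0.20 (p = 0.0127, 13 of 13 mice below the young median), proliferation 0.33 (p = 0.0127, 12 of 13 above), NK cells 0.09 (p = 0.0094, 12 of 13) and endothelial cells 0.06 (p = 0.0136, 12 of 13). B cells were at 0.49 (p = 0.0913), neurons at 0.22 (p = 0.158), oligodendrocytes at 0.17 (p = 0.346), astrocytes at 0.09 (p = 0.494) and the dissociation response at -0.16 (p = 0.382). No gene was shared between lists.

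In LPS mice 4 were compared with 4, where the exact test allows no p below 0.0286 before adjustment. The smallest p found after adjustment over the 15 lists was 0.107. Lists at both values were dissociation response (median 3.21, 684 against 66.8 CPM, 11 of 11 genes higher), neutrophils (0.82), proliferation (-0.55) and homeostatic microglia (-0.26). The monocyte list was at 1.06 (exact p = 0.143 after adjustment). One LPS mouse, chosen after its values were seen, had Hba-a2 at 10346 CPM against at most 419 in vehicle mice. The erythrocyte list was at 1.49 (exact p = 0.857 after adjustment, 3 of 4 mice higher).

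TNFa with IFNg for 72 h, a combination, called all 3 of the aging modules CY_turquoise, BR_turquoise and CY_yellow, at 2.49, 1.36 and 0.71. Across modules the lower LPS dose for 72 h correlated with aging at 0.76 (0.54 to 0.80 over resampled samples), and the mixture of TNFa, P3C, PGE2 and IFNb at 0.65 (0.49 to 0.71). Modules are not independent replicates.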
